# The global translation profile in a ribosomal protein mutant resembles that of an eIF3 mutant

**DOI:** 10.1186/1741-7007-11-123

**Published:** 2013-12-30

**Authors:** Bayu Sisay Tiruneh, Byung-Hoon Kim, Daniel R Gallie, Bijoyita Roy, Albrecht G von Arnim

**Keywords:** Translation state, Ribosome occupancy, RPL24, PABP, Regulon, *Arabidopsis*

## Abstract

**Background:**

Genome-wide assays performed in *Arabidopsis* and other organisms have revealed that the translation status of mRNAs responds dramatically to different environmental stresses and genetic lesions in the translation apparatus. To identify additional features of the global landscape of translational control, we used microarray analysis of polysomal as well as non-polysomal mRNAs to examine the defects in translation in a poly(A) binding protein mutant, *pab2 pab8*, as well as in a mutant of a large ribosomal subunit protein, *rpl24b/shortvalve1*.

**Results:**

The mutation of RPL24B stimulated the ribosome occupancy of mRNAs for nuclear encoded ribosomal proteins*.* Detailed analysis yielded new insights into the translational regulon containing the ribosomal protein mRNAs. First, the ribosome occupancy defects in the *rpl24b* mutant partially overlapped with those in a previously analyzed initiation factor mutant, *eif3h*. Second, a group of mRNAs with incomplete coding sequences appeared to be uncoupled from the regulon, since their dependence on RPL24B differed from regular mRNAs. Third, different sister paralogs of the ribosomal proteins differed in their translation state in the wild-type. Some sister paralogs also differed in their response to the *rpl24b* mutation. In contrast to *rpl24b*, the *pab2 pab8* mutant revealed few gene specific translational defects, but a group of seed storage protein mRNAs were stimulated in their ribosome occupancy. In the course of this work, while optimizing the statistical analysis of ribosome occupancy data, we collected 12 biological replicates of translation states from wild-type seedlings. We defined 20% of mRNAs as having a high variance in their translation state. Many of these mRNAs were functionally associated with responses to the environment, suggesting that subtle variation in the environmental conditions is sensed by plants and transduced to affect the translational efficiency of hundreds of mRNAs.

**Conclusions:**

These data represent the first genome-wide analysis of translation in a eukaryote defective in the large ribosomal subunit. RPL24 and eIF3h play similar but non-identical roles in eukaryotic translation. The data also shed light on the fine structure of the regulon of ribosomal protein mRNAs.

## Background

The ribosome is responsible for the translation of all mRNAs into protein. Specific ribosomal protein mutations underlie certain human diseases (ribosomopathies). Different ribosomal protein mutations also cause different spectra of developmental defects in metazoans and plants [1-3]. These observations have raised interest in the contributions of the individual ribosomal proteins to translation of different mRNAs. However, few studies have examined the consequences of ribosome defects on translation, and in the vast majority of case studies no genome-wide data are available. One exception concerns the ribosomal protein of the small subunit, RPS19. A mutation in *Rps19* is responsible for cases of human Diamond-Blackfan anemia. The *rps19* mutation causes both inhibition and stimulation of several dozen mRNAs, including several that are implicated in the etiology of the disease [4]. In another example, a mutation in mouse *Rpl38* results in a homeotic transformation affecting the ribcage. The *rpl38* mutation interferes with translation of homeobox mRNAs [5].

Genome-wide studies of translation under different stresses and environmental conditions have provided a wealth of information on global translation control in the model plant *Arabidopsis thaliana*[6-17]. However, even in *Arabidopsis*, which has become one of the premier model organisms for translatome research, information on the role of specific translation factors is limited. The different isoforms of eukaryotic initiation factors eIF4E and eIF4G, which are components of the mRNA cap-binding complex, contribute differentially to translation [18,19]. The eIF3 complex is the largest of the initiation factors. Some evidence points toward a role for eIF3 in promoting the translation of specific 'client’ mRNAs [20-23]. Only one global plant translation profile has been obtained from a mutant with a defect in the translation apparatus [20]. In detail, mutations that delete the C-terminus of eIF3h compromise translation reinitiation on mRNAs containing upstream open reading frames (uORFs), and also increase the polysome loading of mRNAs with long 5′ leader or coding sequences [20,21,24,25].

Ribosomal protein RPL24 (eukaryote-specific Rpl24e) is a constituent of the cytosolic large 60S subunit. A mutant of *A. thaliana* in which one of three RPL24-encoding genes, *RPL24B*, is deleted (*shortvalve1, stv1*), is characterized by developmental pattern defects in the base of the fruit [26]. Normal fruit patterning is regulated by uORFs and requires RPL24-dependent translation reinitiation on certain uORF-containing mRNAs [25,26]. The major RPL24B paralog, RPL24A, has also been implicated in the translation reinitiation on mRNAs with multiple coding regions [22]. In single-gene reporter gene expression assays of the uORF-containing mRNA, *AtbZIP11*, the molecular defects in *rpl24b* resemble those in the *eif3h* mutant. The seedling phenotypes of *eif3h* and *rpl24b*, while not identical, overlap with respect to vascular development, gynoecium structures, and other organs [25]. These data suggest that RPL24B and eIF3h have related functions, although their exact biochemical roles are unclear.

In *Arabidopsis*, all ribosomal proteins are encoded by at least two paralogs, which are typically at least partially redundant [1,27]. *RPL24A* (At2g36620) and *RPL24B* (At3g53020) are expressed at similarly high levels. The third and final paralog, *RPL24C* (At2g44860), is expressed at a fourfold lower level, and the protein may be enriched in the nucleolus [28]. RPL24 has also been investigated in mouse and yeast. A mutation in the single mouse *Rpl24* gene, *Belly spot and tail* (*Bst*), is homozygous lethal while heterozygotes show a pleiotropic developmental phenotype [29]. For comparison, a double mutant in the two *RPL24* genes of the yeast *Saccharomyces cerevisiae* is not lethal [30,31]. These results suggest that the yeast ribosome can assemble successfully without RPL24, in keeping with RPL24 being one of the last proteins to be assembled into the 60S subunit [32].

Another specific protein that has been implicated in plant translational control is poly(A)-binding protein (PABP) [33-36]. By bridging between the 5′ cap binding complex and the 3′ poly(A) tail, PABP is thought to enhance ribosome recycling and thus translation [37-39]. In *Arabidopsis* the class II *PABP* genes (*PAB2*, *PAB4* and *PAB8*) are the more highly expressed in seedlings and encode the bulk of PABP in seedlings [33]. There are no reports of mRNA-specific translational defects for any *pab* mutant.

For this study, we sought to identify the translational defects in two new types of mutants that affect the translation apparatus. We report here one of the first global analyses of ribosome occupancy in any organism for a ribosomal protein mutant, *Arabidopsis rpl24b*. This mutant was chosen because of its functional association with the initiation factor eIF3h, for which a mutant translatome is already available [20]. We also report ribosome occupancy data in the *Arabidopsis pab2 pab8* double mutant. This mutant is viable, yet slightly dwarfed, indicative of compromised PABP activity; a *pab2 pab4 pab8* triple mutant has not been recovered [34]. The translational defects in the *pab* mutant were comparatively subtle and restricted to residual mRNAs that are expressed highly in late embryogenesis. In contrast, the *rpl24b* mutation altered the ribosome occupancy of hundreds of mRNAs. In keeping with the related developmental phenotypes of the *rpl24b* and *eif3h* mutations, their translational defects also overlapped. Ribosomal protein (r-protein) mRNAs were the most highly affected functional category. The ribosome occupancy of nuclear encoded r-proteins was typically stimulated by the *rpl24b* mutation. A large fraction of r-proteins, but not all, appear to belong to a single regulon of translational control.

## Results

### Identification of differentially translated genes in a ribosomal protein mutant

Seedlings of previously described mutant alleles were grown for the *pab2 pab8* double mutant [34], the *eif3h-1* mutant [21], and *rpl24b* (*shortvalve1-1*) [26] (see Methods). Polysome microarray data from the *rpl24b* mutant and the *pab2 pab8* mutant were collected using sucrose gradient fractionation of ribonucleoprotein complexes from *Arabidopsis* seedlings and were processed as described in Methods. In parallel, equivalent data from a published experiment [20] on the *eif3h* mutant were reanalyzed from the hybridization signals using the same procedure as for *rpl24b*. The translation state (TL) is defined as the ratio between the mRNA signal in the polysomal: non-polysomal fractions and is displayed as a log_2_ value. For example, an mRNA that is 80% polysomal and 20% non-polysomal receives a TL of 4.0 and a log_2_ TL of +2.0. For this reason the TL value is completely independent of the transcript level (TC). We carefully evaluated many different data processing procedures in order to optimize detection of differentially translated genes (DTGs; see Methods). DTGs between mutant and wild-type were first mined using a stringent false-discovery-rate (FDR) cut-off of 5%. From the entire set of 22,746 probe sets, we identified 138 and 143 DTGs for *rpl24b* and *eif3h*, respectively. Because this number for *eif3h* was small compared to the number of DTGs identified in the earlier publication [20], we sought to expand the gene set. Using the 3 additional prefiltering methods laid out in the Methods, we assembled a non-redundant set of DTGs, 155 for *rpl24b* and 388 for *eif3h* (Figure 1A-C).

**Figure 1:**
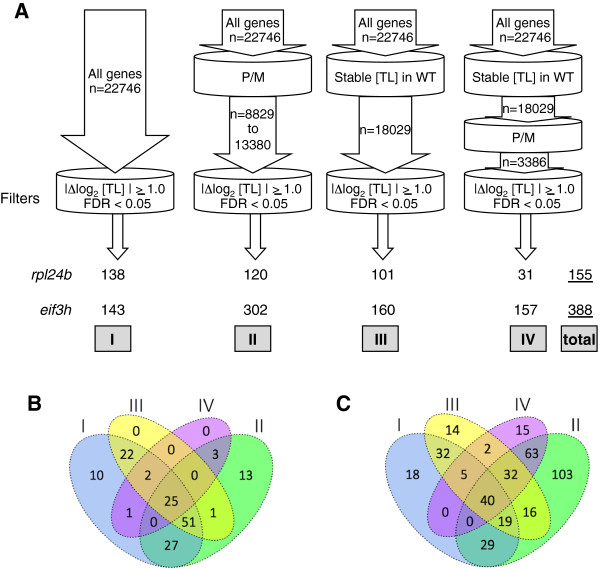
**Differentially translated genes in *rpl24b *and *eif3h *mutant *Arabidopsis *seedlings. (A)** A total of 155 and 388 non-redundant genes with differential translation state (TL) (|Δlog_2_ translation state| ≥1.0, false discovery rate (FDR) <0.05) were identified in *rpl24b* and *eif3h* seedlings, respectively. The Roman numerals represent the four gene sets used in identifying differentially translated genes (DTGs), and three of the sets were first filtered by one or more methods. I = all *Arabidopsis* genes (n = 22,746) represented on GeneChip® ATH1 Genome Array; II = all genes with raw signal values detected above background or no 'A’ calls in at least 50% of arrays (n = 8 to 12); III = all genes with stable translation state (TL) in 12 wild-type 'replicate’ samples (n = 18,029 genes); IV = genes from set III that had a 'P/M’ call for each of 24 replicate arrays from wild-type seedlings. The number of DTGs from each of the gene sets is shown at the bottom, and the number in the non-redundant set is underlined on the right (total). **(B,C)** Venn diagrams showing the overlap in the number of DTGs from the four gene sets in **(A)** for *rpl24b***(B)** and *eif3h***(C)** datasets. The rate of false positives (FDR) in the total non-redundant set will be slightly higher than 0.05, due to the increase in the number of comparisons.

### Comparison of translation defects between *rpl24b* and *eif3h*

Because translation of *AtbZIP11*, *AUXIN RESPONSE FACTOR3* (*ETTIN*) and *ARF5* (*MONOPTEROS*) depend on functional eIF3h and RPL24B [25,26], one might hypothesize that eIF3h and RPL24B control the ribosome loading of identical sets of client mRNAs. We tested this hypothesis by comparing clusters of genes that are altered at the translation level in *eif3h* and *rpl24b* mutants.

Among the DTGs in *rpl24b* or *eif3h*, the direction and the degree of mistranslation were significantly correlated (R^2^ = 0.51). This indicates that translation of many mRNAs are coregulated by, or codependent on, RPL24B and eIF3h (Figure 2A,B). Remarkably, among all the mRNAs that were overtranslated in *eif3h (*Δlog_2_ TL >1, FDR <0.05), the vast majority had a trend towards overtranslation in the *rpl24b* dataset (Δlog_2_ TL >0; *P* <0.0001, ranked sign test); the same held true for undertranslated mRNAs (*P* <0.0001). This result indicates that a substantial and significant number of *Arabidopsis* mRNAs are codependent on eIF3h and RPL24B for appropriate translation. The mRNAs that were translationally stimulated in both *rpl24b* and *eif3h* mutants were enriched in ribosomal protein mRNAs (Additional file 1, also below) while the undertranslated ones had no detectable functional bias.

**Figure 2:**
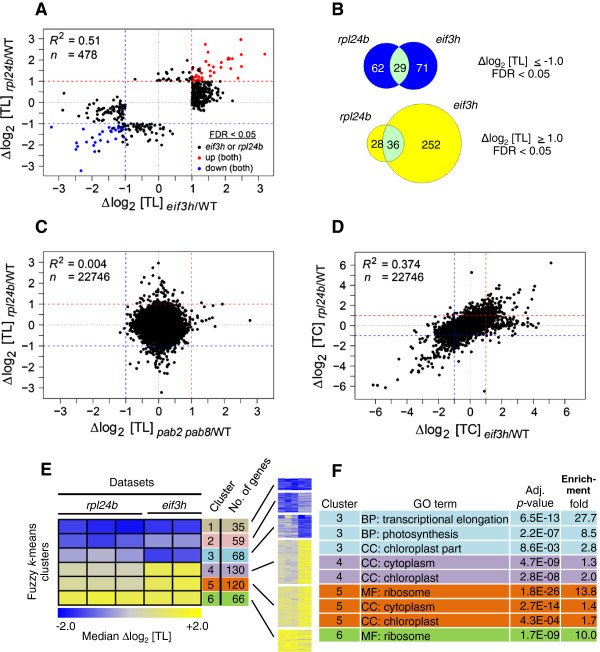
**Translation states (TL) in the *rpl24b *mutant resemble those in *eif3h*. (A)** Scatterplot comparing translational alterations in the *rpl24b* mutant with those in the *eif3h* mutant. Only differentially translated genes (DTGs), that is, genes with differential translation state (|log_2_ ΔTL| ≥1.0, false discovery rate (FDR) <0.05; n = 478) are shown. Blue, differentially undertranslated in both mutants; red, differentially overtranslated in both mutants; black, differentially translated in either mutant. R^2^, Pearson correlation coefficients. Dashed lines represent twofold changes. **(B)** Venn diagrams showing the translational coregulation of sets of mRNAs by RPL24B and/or eIF3h. Overlap for genes undertranslated (top**)** or overtranslated (bottom) in the *eif3h* and/or *rpl24b* mutant. **(C)** Scatterplot comparing translational alterations in the *rpl24b* mutant with *pab2 pab8* mutant. All genes on the ATH1 array are shown. **(D)** Scatterplot comparing total mRNA transcript levels (TC) between *rpl24b* and *eif3h*. **(E)** Heatmaps of fuzzy k-means clustering of 478 differentially translated genes identified from Robust Multi-array Average-normalized combined data of *rpl24b* (3 biological replicates) and *eif3h* mutants (2 replicates). The heatmaps show median Δlog_2_ TL expression values for each of six clusters of mRNAs that show similar translation defects in each mutant over wild-type. A TL = 2.0 corresponds to 80% of the mRNA in the polysomal fraction, and TL = -2.0 corresponds to 20% in the polysomal fraction. The number of genes in each cluster is indicated. The heatmap color panel indicates undertranslation (blue), overtranslation (yellow) and no change (white) in mRNA translation. **(F)** List of the most significantly enriched Gene Ontology (GO) categories for each cluster. GO terms, BP: biological process; CC: cellular component; MF: molecular function. Adjusted *P* values and the fold enrichment of the given GO category compared to the reference set are listed.

The effects of *rpl24b* and *eif3h* on transcript abundance were also correlated (R^2^ = 0.374) (see Figure 2D; Additional file 1). Because RPL24 and eIF3h are translation factors, we presume that most of the changes at the transcript level are a consequence, rather than a cause, of alterations in translation. We also note that the translational defects in the *rpl24b* mutant are not strongly correlated with changes in total transcript levels, similar as for *eif3h*[20] (Additional file 2: Figure S1).

To work out whether there are mRNAs that depend on only 1 of the 2 genes, *RPL24B* or *eIF3h*, but not on the other, we performed fuzzy *k*-means clustering on a total of 478 DTGs (Figure 2E). Two of six clusters, clusters 1 and 6, corresponded to the strongly coregulated mRNAs. Two other clusters, clusters 2 and 5, showed more limited coregulation, that is, a strong response in one mutant and a moderate trend in the other. The last two clusters, clusters 3 and 4, contained mRNAs whose response was much stronger in *eif3h* than in *rpl24b*. There were few *RPL24B*-specific mRNAs.

Overall, these results underscore the significant overlap between sets of mRNAs mistranslated in *eif3h* and *rpl24b* mutants. These new findings bolster the conclusion that *RPL24B* and *eIF3h* play related roles in eukaryotic gene expression.

### Translation states in the *pab2 pab8* double mutant

The poly(A) binding proteins are widely thought to stimulate translation in a cellular context by helping to juxtapose 3′ end and 5′ end of mRNAs and by assisting with ribosome recycling. *PAB2*, *PAB4*, and *PAB8* are the three major PABP genes expressed in seedlings and are functionally redundant. The *pab2 pab8* double mutant is mildly dwarfed [33,34]. We examined the ribosome occupancy of mRNAs in the *pab2 pab8* double mutant seedlings (Figure 3). 

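Ribosome loading and transcript levels were measured in the aerial parts of *pab2 pab8* and wild-type seedlings, grown alongside each other for 10 to 12 days at 22°C on agar with 1% sucrose. The paper's Methods give continuous light for this mutant. Each genotype had 4 biological replicates, grown at different times. Every replicate gave a polysomal (PL) and a non-polysomal (NP) RNA sample from a sucrose gradient, and replicates 1 to 3 also gave a total RNA sample. The 22 RNA samples were hybridized to 1 ATH1 array each, with 22746 *Arabidopsis* probe sets. The deposited values are log2 signals that the authors normalized with the Robust Multi-array Average (RMA). The median log2 signal lay between 6.12 and 6.23 on the total RNA arrays and between 4.68 and 4.99 on the PL and NP arrays. Signals of total RNA were therefore compared only with total RNA, and across the kinds of array only changes between genotypes were set side by side. The NP array of mutant replicate 2 had the lowest median, 4.68, against 4.95 to 4.96 on the other mutant NP arrays. The translation state (TL) of an mRNA was taken as log2 PL minus log2 NP of the same genotype and replicate, and the transcript level (TC) as the log2 signal of total RNA. Genotypes were compared with limma over all probe sets, 4 against 4 for TL and 3 against 3 for TC, without a term for the replicate number. An mRNA was called at a false discovery rate (FDR) below 0.05 and an absolute log2 change of at least 1, while members of gene lists were counted as higher or lower at the FDR alone. The paper's prefilters on detection calls and on stability across wild-type samples were not repeated, which leaves its 'All' gene set.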

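Few mRNAs passed the test for a changed ribosome loading in *pab2 pab8* seedlings. Of 22746 probe sets, 6 were called with a higher TL in the mutant and 0 with a lower TL by limma, while 1966 had an unadjusted p under 0.05, where 1137 would be expected by chance. Those called were *ECP63*, *AT3G53040* and *M17*, which belong to the late embryogenesis abundant (LEA) proteins, *CRU3* and *CRA1*, which encode cruciferins, the globulins stored in the seed, and *PAB4*. *PIFI*, a gene for a chloroplast protein, passed the FDR but not the fold criterion, with a log2 TL change of -0.95 (standard error 0.15, FDR = 0.0418 from limma). Its TL was 1.42 ± 0.08 in the wild-type and 0.46 ± 0.12 in the mutant (SD, n = 4 each), lower in 4 of 4 replicate pairs, and with the replicate number as a block its FDR was 0.134, and without replicates 1, 2, 3 and 4 0.215, 0.332, 0.491 and 0.395. Of 17 measured probe sets for translation initiation factors, 0 were higher and 0 lower in TL by limma, over all probe sets and adjusted over the list alone, with 1 at an unadjusted p under 0.05 (median log2 change -0.03, camera FDR = 0.694). The same held for 6 probe sets for mRNA decay and deadenylation factors, with 0 at an unadjusted p under 0.05 (median 0.03, camera FDR = 0.725). The number of TL calls depended on single replicates and on scaling: 0 higher without replicate 3, 1 without replicate 2, 8 higher and 2 lower with each array centred on its median, and 6 higher and 1 lower with each fraction quantile-normalized again. The changes themselves moved less, with the log2 TL change without single replicates from 2.70 to 2.91 for *ECP63* and from 1.21 to 1.40 for *CRA1*. A fit of genotype by fraction that does not pair PL with NP called 0, with 754 at an unadjusted p under 0.05.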

Overall, the *pab2 pab8* double mutant had few gene-specific alterations in its ribosome occupancy. 

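Several mRNAs of seed storage and LEA proteins were shifted towards polysomes in the mutant. The TL of *CRU3* (cruciferin C) was -0.27 ± 0.20 in the wild-type and 1.67 ± 0.60 in *pab2 pab8* (SD, n = 4 each), a log2 change of 1.94 (standard error 0.24, FDR = 0.00750 from limma) or 3.84-fold. *CRA1* (cruciferin A) changed by 1.31 (standard error 0.18, FDR = 0.00866), or 2.48-fold. *ECP63* had the largest change of those called, from 0.03 ± 0.74 to 2.81 ± 0.86 (SD, n = 4 each), which is 2.79 on the log2 scale (FDR = 0.00866 from limma). The LEA mRNAs *AT3G53040* and *M17* changed by 1.72 (FDR = 0.00750) and 1.66 (FDR = 0.0399). In wild-type total RNA the mean log2 signal was 2.92 for *ECP63*, 3.09 for *M17*, 4.41 for *AT3G53040*, 4.88 for *CRU3* and 5.26 for *CRA1*. All lay below the wild-type array medians of 6.12 to 6.16, and signals near background limit the TL of dim probe sets. Each of these 5 mRNAs, chosen by the limma call, was higher in 4 of 4 replicate pairs (two-sided exact permutation test within pairs, p = 0.125, the smallest p that 4 pairs allow). Without replicate 3 none of them passed the limma FDR (0.143, and 0.491 for *M17*), without replicate 2 only *ECP63* did (0.0396, the others 0.0949 to 0.196), and without replicate 4 *CRA1* and *M17* did not (0.0636 and 0.318). Of 35 measured probe sets of the LEA family, 2 were higher and 33 did not pass the FDR over all probe sets, and 4 were higher and 1 lower when adjusted over the list alone (camera FDR = 0.0554). All 5 seed storage probe sets named by the array's annotation had a TL change above 0 (median 0.21, camera FDR = 0.0467), but 0 passed the limma FDR over all probe sets, 1 adjusted over the list alone and 2 an unadjusted p under 0.05. *CRU3* and *CRA1* are named here only through the paper's own table of changed genes, so they were kept out of that test. The seed storage list had an adjusted p of 0.232 with an estimated correlation, 0.107 without replicate 2 and 0.198 without replicate 3.

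**Figure D1:**
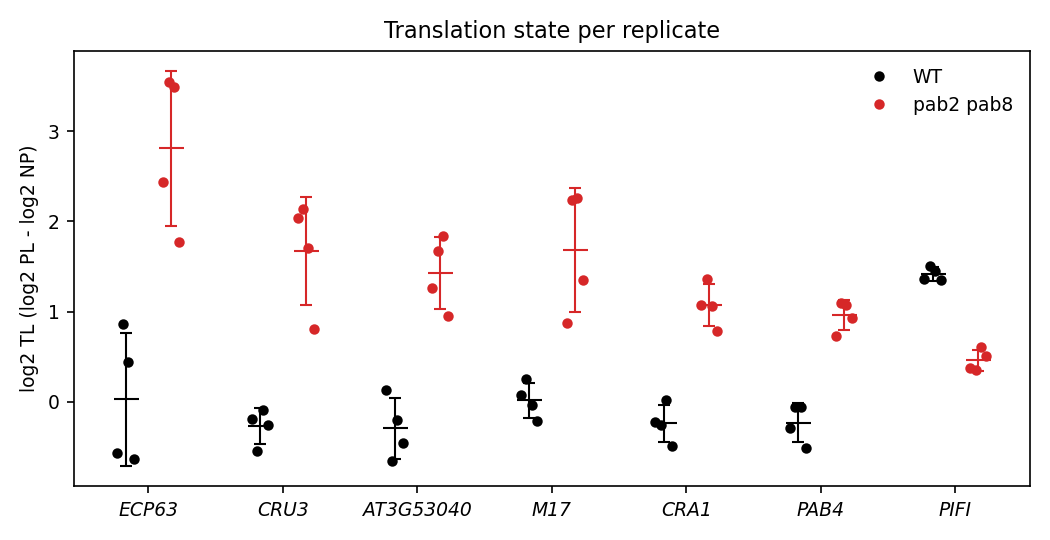
Log2 TL of the 7 probe sets past an FDR of 0.05, for 4 wild-type (black) and 4 *pab2 pab8* (red) replicates, with single replicates as points, means as horizontal marks and SD as bars. For *CRU3* the wild-type mean is -0.27 and the mutant mean 1.67, while *PIFI* lies lower in the mutant.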

The primary FDR-controlled alteration was an approximately twofold increase in ribosome occupancy for a small group of seed storage protein mRNAs (Figure 3A). This result is of interest, as seed storage protein mRNAs are under translational control in various other plants [40]. 

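With the *ad hoc* filter, further mRNAs stood beside those called by limma. The filter kept 18283 probe sets, of which 8 were at least 2-fold higher and 1 at least 2-fold lower in TL. At 1.5-fold these numbers were 159 and 88, a balance that turned without replicate 2 (150 higher and 225 lower), while the number higher was 457 without replicate 3 and 385 without replicate 4. The additions at 2-fold were *LEA18*, with a log2 TL change of 1.39 (FDR = 0.270 from limma), and *MTP11*, a metal transporter, at 1.18 (FDR = 0.115). The mRNA at least 2-fold lower was *GSTF4*, a glutathione transferase, at -1.05 (FDR = 0.0657). *OLEO2*, an oleosin of the seed oil body, did not pass the limma test, with a TL of -0.54 ± 0.53 in the wild-type and 1.10 ± 0.62 in the mutant (SD, n = 4 each) and a log2 change of 1.64 (FDR = 0.0787 from limma). The oleosin mRNA *AT2G25890* was at 1.34 (FDR = 0.170). Neither passed the filter with all 4 replicates, with an SD of the change between replicates of 1.03 and 0.74, but *OLEO2* did without replicate 4 and *AT2G25890* without replicate 1, where their limma FDRs were 0.0137 and 0.0434. All 4 oil body probe sets named by the array's annotation had a change above 0 (median 0.43, camera FDR = 0.00285), of which 0 passed the limma FDR over all probe sets, 1 adjusted over the list alone and 2 an unadjusted p under 0.05. This list had an adjusted p of 0.145 with an estimated correlation. The filter does not control the FDR, and leaving out one replicate at a time gave 9 to 19 mRNAs at least 2-fold higher.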

Less stringent filtering using an alternative *ad hoc* method to identify DTGs (see Methods) recovered oleosins, which are additional seed storage mRNAs, and Late Embryogenesis Abundant mRNAs among the mRNAs with increased ribosome loading in *pab2 pab8*. It is notable that *PAB4*, the major remaining *PABP* mRNA in the *pab2 pab8* mutant, was also translationally stimulated. This result favors the hypothesis that *PABP* mRNAs are subject to negative translational autoregulation via poly(A) stretches in their 5′ untranslated regions (UTRs) [33].

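*PAB4* mRNA was shifted towards polysomes in the mutant. Its TL was -0.23 ± 0.22 in the wild-type and 0.96 ± 0.17 in *pab2 pab8* (SD, n = 4 each), a log2 change of 1.19 (standard error 0.17, FDR = 0.0142 from limma), or 2.28-fold. It was higher in the mutant in 4 of 4 replicate pairs. Without replicates 2, 3 and 4 its limma FDR was 0.10, 0.263 and 0.310, and 0.0434 without replicate 1, with log2 changes of 1.10 to 1.24. The remaining *PAB2* signal had a TL change of 0.96 (FDR = 0.0684) and that of *PAB8* one of -0.27 (FDR = 0.806), neither of which passed the test. The TL of *PAB2* moved towards 0, from -1.08 in the wild-type to -0.12 in the mutant. Its mutant signal in total RNA, 5.01, lay below the median of those arrays, 6.17 to 6.23. Signals near background limit the TL of dim probe sets, so this change need not be one of ribosome loading. Without replicate 1 the *PAB8* value was 0.12.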

**Figure 3:**
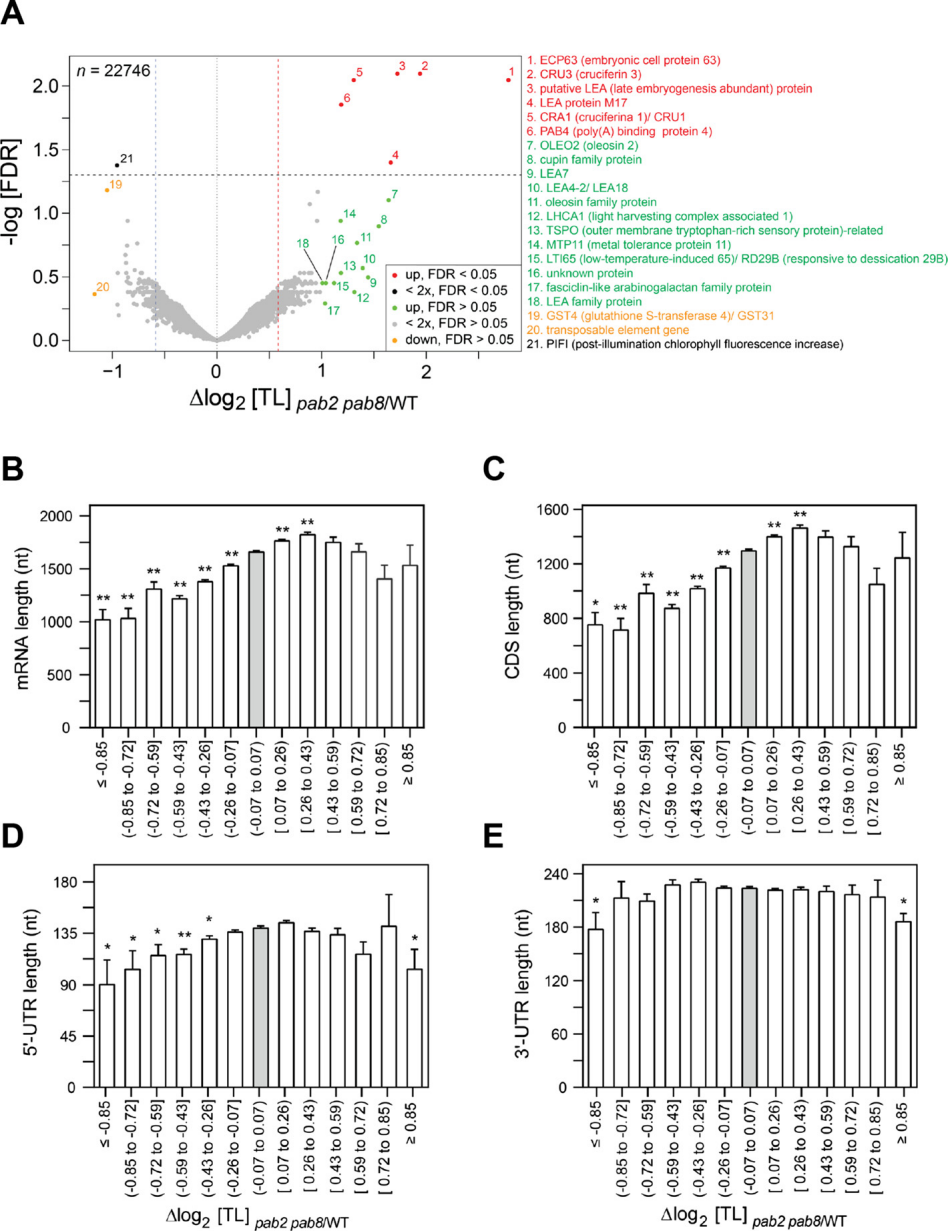
**Translation states (TL) in the *pab2 pab8 *poly(A) binding protein mutant.** Δlog_2_ TL indicates translational stimulation (>0) or inhibition (<0) in the *pab2 pab8* mutant as compared to wild-type. **(A)** Volcano plot showing the distribution of alterations in ribosome occupancy (x-axis) versus the false discovery rate (FDR, y-axis). Many of the translationally stimulated mRNAs encode seed storage proteins. The color coding distinguishes mRNAs with FDR-validated significance (red for upregulated, black for downregulated) from mRNAs showing trends only (green for upregulated, orange for downregulated). Genes above the stippled line are less than 5% likely to be false positives. **(B-E)** The effect of the *pab* mutation on ribosome occupancy is related to mRNA length **(B)**, specifically the lengths of the coding sequence **(C)** and 5′ untranslated region (UTR) **(D)**, rather than the 3′ UTR **(E)**. Asterisks indicate a significant difference compared to the gray 'no change’ bin (Student t test); **P <0.0001; * ≥ 0.0001 *P* <0.05. Error bars are standard errors of the mean.

We compared the translational alterations in the *rpl24b* mutant with those in *pab2 pab8*. 

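The mRNAs listed as changed in *rpl24b* had no shared direction of TL change in *pab2 pab8*. For the 755 probe sets of the paper's table for *rpl24b* (changed in TL or in TC there), the paper's TL changes in *rpl24b* were set against the TL changes measured here in *pab2 pab8*. The correlation across genes was r = 0.0164 (Spearman's rho = 0.0357), and 50.9% of the probe sets had the same sign in both mutants. The SD of the log2 TL change in *pab2 pab8* was 0.26 over these probe sets and 0.24 over all 22746, and a change of 2-fold or more was seen in 0 of them and 20 of all. Genes are not independent replicates, and leaving out one replicate at a time gave r between -0.0276 and 0.0468. The figure plots all genes on the array, and the *rpl24b* arrays themselves were not analysed here.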

Not even a weak correlation was detected (Figure 2C). This important result suggests that different perturbations of the translational machinery affect different sets of mRNAs.

Because most alterations in ribosome occupancy in *pab2 pab8* were small and statistically insignificant on a single-gene basis, we searched for global patterns. Short mRNAs were enriched among the mRNAs that were translationally inhibited in the *pab2 pab8* mutant (Figure 3B). This trend could be attributed to the length of the coding sequence as well as the length of the 5′ UTR, while the length of the 3′ UTR contributed little if at all (Figure 3C-E).

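Transcript levels changed for more mRNAs than ribosome loading did, and most of the mRNAs called changed were more abundant in *pab2 pab8*. By limma 99 probe sets were called higher and 23 lower at an FDR below 0.05 and a 2-fold change. At the FDR alone 555 were higher and 330 lower, a balance that turned to 487 higher and 613 lower with each array centred on its median. The 99 probe sets called higher had a median log2 change of 1.30 in total RNA, but of 0.46 in NP and 0.65 in PL. They were chosen by their change in total RNA, which favours a larger value there, and NP and PL hold 4 replicates against 3. *PER1*, a peroxiredoxin of the seed, rose from 4.52 ± 0.14 to 7.99 ± 0.54 (log2 signal, SD, n = 3 each), by 3.46 (standard error 0.23, FDR = 0.000262 from limma). *CYS2* rose by 2.59 (FDR = 0.00116), *BGLU19*, a beta-glucosidase, by 2.39 (FDR = 0.000271, but 0.16 in NP and -0.29 in PL) and *AT3G15310* by 3.08 (FDR = 0.000136). *AT3G54940*, a cysteine protease, rose by 2.53 (FDR = 0.000944) and *AT3G17520* by 2.43 (FDR = 0.000290). All 4 measured probe sets of the list of other seed maturation genes were higher at an FDR below 0.05 (median 1.77, camera FDR = 2.66e-09), a list partly picked from the paper's table of these samples and so not independent. Of 5 measured probe sets for flavonoid and anthocyanin synthesis, 5 were higher, over all probe sets and adjusted over the list alone (median 1.44, camera FDR = 1.29e-09), among them *DFR*, an enzyme of anthocyanin synthesis, by 1.62 (FDR = 0.00227) and *UF3GT* by 1.46 (FDR = 0.00117). With an estimated correlation each of these lists had an adjusted p of 0.123. Of 35 LEA probe sets 9 were higher and 0 lower at the limma FDR alone (13 higher and 1 lower when adjusted over the list alone, camera FDR = 0.000150, adjusted p = 0.212 with an estimated correlation), with 17 at an unadjusted p under 0.05. With members named through the paper's tables, 11 of 41 were higher and 1 lower (15 and 5 adjusted over the list alone), the lower one being *LEA3* at -1.37 (FDR = 0.0339, but 0.192 and 0.106 without replicates 1 and 2). Among the mRNAs that were lower, *MT3*, a metallothionein, was at -1.40 (FDR = 0.000271), *AT1G67865* at -1.91 (FDR = 0.00306) and *AT5G01870* at -1.27 (FDR = 0.0010). *ChlAKR*, an aldo-keto reductase of the chloroplast, was at -1.31 (FDR = 0.0106), *AT3G16670* at -1.29 (FDR = 0.00810) and the chitinase family genes *AT2G43620* and *AT2G43590* at -1.27 (FDR = 0.00575) and -1.27 (FDR = 0.00529). Without replicate 2 the FDR was 0.0605 for *DFR* and 0.0682 to 0.107 for *AT1G67865* and these 4, and without replicate 1 it was 0.102 for *ChlAKR*. Of 3 root marker probe sets, which would mark roots in the harvest, 0 were higher and 0 lower by limma, with 2 at an unadjusted p under 0.05 and 2 lower when adjusted over the list alone (median -0.26, camera FDR = 0.0834), and the 1 measured seed coat probe set was at -0.02. The number called higher was 33 without replicate 2 and 149 without replicate 3, and the number called lower 15 without replicate 2.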

Analysis of mRNA transcript levels in the *pab2 pab8* mutant revealed 24 and 107 significantly downregulated and upregulated genes at the mRNA transcript level. 

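The signals of both disrupted genes were lower in the T-DNA lines. *PAB2* mRNA fell from 10.75 ± 0.23 to 5.01 ± 0.06 (log2 signal in total RNA, SD, n = 3 each), a log2 change of -5.74 (standard error 0.12, FDR = 6.50e-08 from limma). *PAB8* mRNA fell from 10.06 ± 0.24 to 6.33 ± 0.41 (SD, n = 3 each), a log2 change of -3.73 (FDR = 0.000136 from limma). The mutant mean of *PAB8* lay above the median log2 signal of the mutant total RNA arrays, 6.17 to 6.23, and that of *PAB2* below it. *PAB4*, which has no insertion in this strain, changed by -0.53 (FDR = 0.0190). Without replicate 1, 2 or 3 its FDR was 0.107, 0.127 and 0.101. Wild-type and mutant values of *PAB2* and *PAB8* did not overlap, although 3 pairs cannot give a two-sided exact permutation p within pairs below 0.25.

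**Figure D2:**
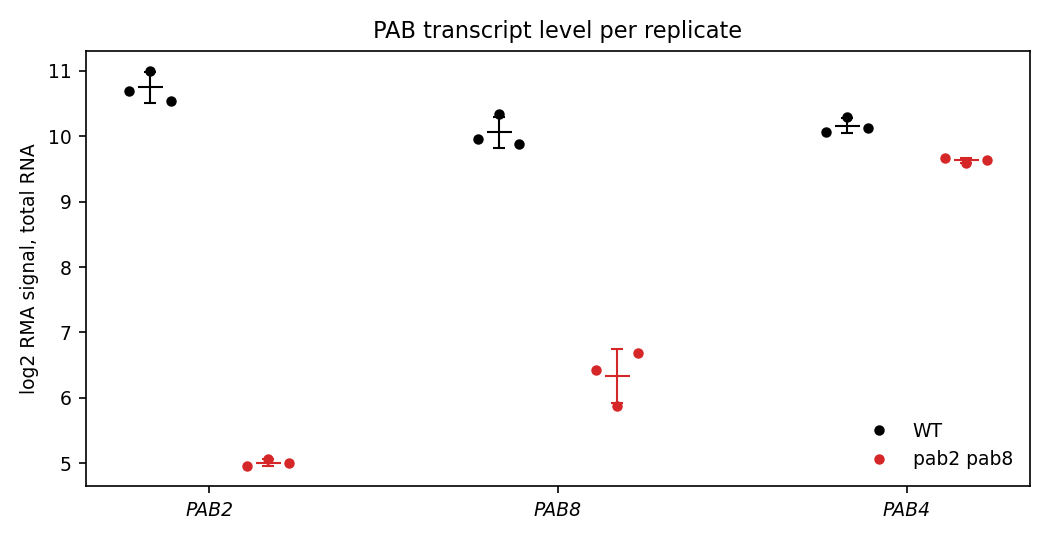
Log2 RMA signal of *PAB2*, *PAB8* and *PAB4* in total RNA of 3 wild-type (black) and 3 *pab2 pab8* (red) replicates, with single replicates as points, means as horizontal marks and SD as bars. The mutant *PAB2* mean of 5.01 compares with 10.75 in the wild-type.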

The transcript levels of *PAB2* and *PAB8* were reduced, as expected given the T-DNA insertions in these genes in the *pab2 pab8* strain. 

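The probe sets with the largest gain in TL were, apart from *PAB4*, mostly those of seed storage, oil body and LEA mRNAs. Without requiring a call, 18 probe sets had a log2 TL change above 1, and 14 of these were called in TL or in TC. Beside those called in TL these were *OLEO2*, *LEA18* and *AT2G25890* with *AT2G28490*, *LEA7*, *TSPO*, *LTI65* and *AT3G17520*. *AT2G28490*, a cupin like the seed globulins, had a log2 TL change of 1.55 (FDR = 0.127 from limma) and *LEA7* one of 1.45 (FDR = 0.318, higher in 3 of 4 replicate pairs). *TSPO* was at 1.19 (FDR = 0.294), *LTI65*, a gene induced by dehydration, at 1.12 (FDR = 0.352) and *AT3G17520* at 1.01 (FDR = 0.352), none of which passed the TL test, although without replicate 1 the FDR of *LEA7* was 0.00964 and without replicate 4 that of *AT2G28490* was 0.0121. Of the probe sets called in neither, *AT3G55820* was at 1.03 (FDR = 0.510), *AT2G07678*, whose probe set can cross-hybridise, at 1.04, an unnamed one at 1.31 (FDR = 0.415), and *MTP11* was the other. Both counts were added after the values had been seen.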

Interestingly, among the 14 mRNAs with >2-fold increased ribosome occupancy in *pab2 pab8* all except 1 (*PAB4*) are late-embryogenesis mRNAs whose level declines up to 1000-fold during seed germination, the developmental period preceding our analysis. 

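Many of these seed mRNAs were also more abundant in total RNA. Of the probe sets with a log2 TL change above 1, whether called or not, 12 were called higher in TC, against 99 of all 22746. *CRA1* rose by 3.45 (standard error 0.29, FDR = 0.000977 from limma), from 5.26 ± 0.29 to 8.70 ± 0.67 (log2 signal, SD, n = 3 each). *CRU3* rose by 3.29 (FDR = 0.0010), *AT2G28490* by 3.12 (FDR = 0.0010, and 0.0519 without replicate 2) and *OLEO2* by 2.99 (FDR = 0.000788). *ECP63* had a log2 TC change of 0.68, which passed the FDR (0.0139, but 0.0656, 0.113 and 0.0770 without replicates 1, 2 and 3) but not the fold criterion, and *PAB4* was not higher. Of 5 seed storage probe sets named by the array's annotation, 2 were higher in TC at the FDR alone over all probe sets and 3 adjusted over the list alone (camera FDR = 0.0161, adjusted p = 0.175 with an estimated correlation). Of 4 oil body probe sets 1 was higher (2 adjusted over the list alone, camera FDR = 0.0489, adjusted p = 0.342 with an estimated correlation, 0.0568 without replicate 3). Among mRNAs chosen by a call in TL or TC, the share called in TC is partly set by that choice. Of the 8 that the *ad hoc* filter left, 5 were called higher in TC.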

Of them, 12 were also upregulated at the transcript level in *pab2 pab8*. 

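Among the probe sets with a TL gain, TL and TC changes were correlated across genes, with values that moved with the replicates used. Over the 296 probe sets with a log2 TL change of at least 0.59, the correlation of TL and TC changes across genes was r = 0.456 (permutation test p = 0.0001, the smallest that 10000 permutations can give, adjusted p = 0.0002) and Spearman's rho = 0.242 (permutation test p = 0.0001, adjusted p = 0.000133). Without replicate 3 r was 0.265, and rho was 0.207, 0.119, -0.0392 and 0.0416 without replicates 1, 2, 3 and 4. Between 0.59 and 1, a range added after that value had been seen, it was r = 0.0692 over 278 probe sets (permutation test p = 0.243, adjusted p = 0.243) and rho = 0.167 (permutation test p = 0.0039, adjusted p = 0.0039). In this range r without single replicates lay from -0.0197 to -0.00319, below 0 in each case, and rho was 0.0918, 0.0227, -0.0906 and -0.0121 without replicates 1, 2, 3 and 4. Without each replicate the probe sets were chosen anew, so these values do not follow a fixed set of genes. In the order of the replicates left out, 295, 271, 728 and 638 stood at or above 0.59, and 272, 254, 690 and 601 between 0.59 and 1. Over all 22746 probe sets r was -0.0143 (permutation test p = 0.0319, adjusted p = 0.0425) and rho -0.0559, and over the 22726 with an absolute TL change under 1 r was -0.0429 (permutation test p = 0.0001, adjusted p = 0.0002) and rho -0.0572, with a permutation test p = 0.0001 and adjusted p = 0.000133 for rho in both. Without single replicates r lay from -0.0858 to 0.0320 over all and from -0.103 to 0.0133 under 1, so its sign depended on the replicates used. The adjustment is over these 4 relations, for r and for rho apart, and genes are not independent replicates. Within replicates 1, 2 and 3, the probe sets at or above 0.59 in that replicate gave r = 0.0260, 0.110 and 0.345.

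**Figure D3:**
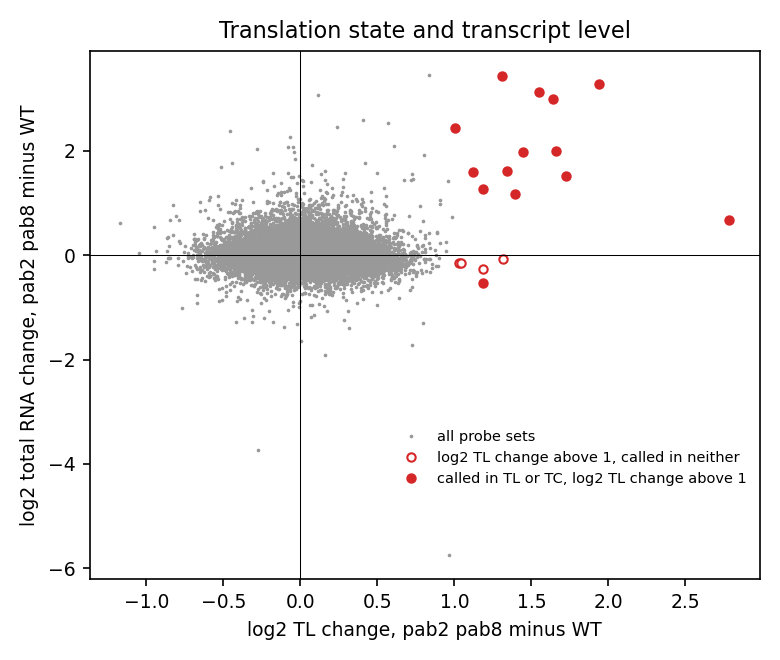
Log2 TL change (x-axis) against log2 TC change (y-axis), *pab2 pab8* minus wild-type, for all 22746 probe sets (grey), with the 14 called in TL or TC with a log2 TL change above 1 as filled red points and those above 1 called in neither as open points, 2 of which overlap. The filled points other than *PAB4* lie above 0 on both axes.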

For *pab2 pab8*, and in contrast to the situation in *rpl24b*, the correlation between translational and transcript-level stimulation continued among the less strongly stimulated mRNAs (Additional file 1). This result suggests that wild-type PABP might couple transcript turnover and translation state for these late embryogenesis mRNAs.

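For the 14 mRNAs with a TL change above 1 in the paper's table, the signal was higher in each RNA fraction and most so in polysomes. Their median log2 change was 0.95 in NP, 2.55 in PL and 1.79 in total RNA, with 13, 13 and 13 of 14 above 0. TL was higher in all of them, by which they had been chosen, so a larger change in PL than in NP was fixed. The paper's table lists changed genes, and 12 of the 14 were called higher in TC. Their gain in total RNA is thus partly set by that choice as well. NP and PL values are means over 4 replicates and those of total RNA over 3. The 78 mRNAs called higher in TC outside these and outside the seed lists had median changes of 0.38 in NP, 0.51 in PL and 1.21 in total RNA, with TL higher in 44 of 78. Their choice by the change in total RNA favours a larger value there. No test was made of the difference between these groups, since TL chose the first. From the correlation between translational and transcript-level stimulation, which it states continued among less strongly stimulated mRNAs, the paper proposes that wild-type PABP might couple transcript turnover with translation state for late embryogenesis mRNAs.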

### Overtranslation of ribosomal protein mRNAs in *rpl24b* and *eif3h*

We performed genome ontology (GO) analyses of the six clusters of RPL24B or eIF3h dependent mRNAs identified by fuzzy k-means clustering (Figure 2E,F). Clusters 6 and 5 were both highly enriched for r-protein mRNAs. Of note, cytosolic r-protein mRNAs are coordinately affected in response to sucrose starvation [13], drought [9], hypoxia stress [6,7], and unanticipated darkness [8]. However, in each of these stresses, the r-protein mRNAs are undertranslated rather than overtranslated.

To detect smaller effects of RPL24B and eIF3h on the ribosomal protein mRNAs, we adopted the *ad hoc* filtering method to identify differentially translated genes (DTG^adhoc^) [20]. The *ad hoc* method does not control for FDR (see Methods). This method enriched even more significantly for r-proteins (*P* = 4.8E-03 to 2.1E-68; Additional file 3: Figure S2). Of all the cytosolic r-protein mRNAs for which the arrays yielded data (n = 137), 41% were found in clusters 4 to 7, a 5.8-fold enrichment. This result suggests that the *ad hoc* method, which is less conservative than the FDR method, produces fewer false negative calls. These results, therefore, confirm in more detail that many but not all cytosolic r-protein mRNAs depend on RPL24B and eIF3h at the translation level and could define a regulon of translational control [20]. mRNAs that were affected by *eif3h* or *rpl24b* mutations were not generally perturbed by the *pab2 pab8* mutations or by a mutation in the k subunit of eIF3 (*eif3k*) (Additional file 3: Figure S2C).

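Of the 392 probe sets of the paper's table for *eif3h*, 1 had a TL change of 2-fold or more in *pab2 pab8*. The SD of their log2 TL change there was 0.27, against 0.24 over all probe sets. The correlation with the paper's TL changes in *eif3h* across these genes was r = -0.0158 (Spearman's rho = 0.00255), with the same sign in 48.2% of the probe sets. Without single replicates r lay between -0.0914 and 0.0925, so its sign depends on the replicates used. The paper's own comparison used a larger set, taken by the *ad hoc* filter at 1.5-fold in *rpl24b* or *eif3h*, so the genes and the cut differ from those here. The *eif3h*, *rpl24b* and *eif3k* arrays were not analysed here.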

We next visualized the r-protein cohort at a gene-specific level (Figure 4A,B). Among mRNAs encoding cytosolic r-proteins the pattern of overtranslation in the *rpl24b* mutant was generally mirrored and enhanced in the *eif3h* mutant. In contrast, the pattern in the *pab2 pab8* mutant bore no resemblance to that in *rpl24b* or *eif3h*. 

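No cytosolic r-protein mRNA passed the test for a changed ribosome loading in *pab2 pab8*. Of the 216 probe sets in the paper's table of cytosolic r-proteins, 0 were higher and 0 lower in TL by limma, over all probe sets and adjusted over the list alone, 17 had an unadjusted p under 0.05, and the median log2 change was 0.02. *AT4G17390* had a TL of 0.78 ± 0.10 in the wild-type and 0.25 ± 0.26 in the mutant (SD, n = 4 each), a log2 change of -0.53 (FDR = 0.462 from limma), and *AT2G32220* one of -0.57 (FDR = 0.415). Against the paper's own TL changes, the correlation across these genes was r = 0.0668 for *rpl24b* and 0.00151 for *eif3h*. Of 100 nuclear-encoded organellar r-protein probe sets 0 were higher and 0 lower by limma (1 lower when adjusted over the list alone), with 22 at an unadjusted p under 0.05 and a median of -0.10. For the 123 organellar r-proteins together the correlation was r = -0.0371 for *rpl24b* and -0.134 for *eif3h*. Without single replicates these correlations changed sign, and the tables used here hold fewer probe sets than the figure shows, so no set test was made.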

The joint overtranslation in *rpl24b* and *eif3h* did not generally extend to the translation initiation factors; among the few that were jointly stimulated, we found a few eIF3 subunits (Figure 4A; cell 6C, eIF3g; 2A, eIF3i; 14A, eIF3k). The mutation in *rpl24b* also stimulated the mRNA transcript levels of many cytosolic r-protein mRNAs, but the changes at the transcript level were not obviously correlated with those at the translation level.

**Figure 4:**
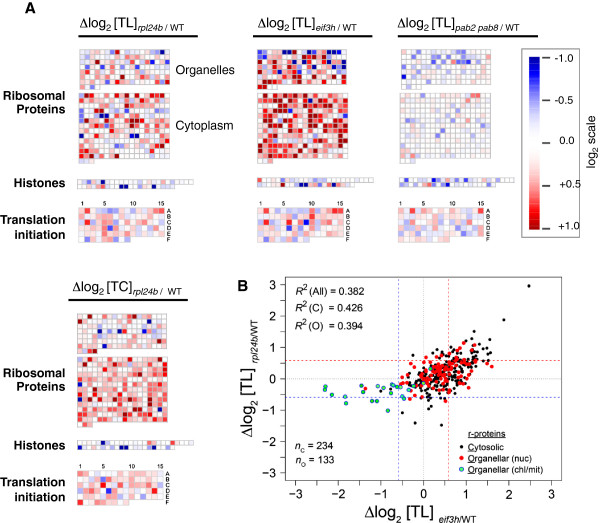
**Enhancement of translation of ribosomal protein mRNAs in the *rpl24b *mutant. (A)** Changes in translation state (Δlog_2_ TL) were plotted onto *Arabidopsis* biochemical pathways and functional categories using MapMan v3.5.1R2. Each square represents a single gene, and each gene occupies equivalent positions in each set. The log-scale indicates overtranslation (red) or undertranslation (blue) in *rpl24b* or *eif3h* or *pab2 pab8* compared to wild-type. Ribosome occupancy of ribosomal protein mRNAs is stimulated in *rpl24b*, which is enhanced in *eif3h* (middle). The similarity does not extend to histones, which are shown as a representative comparison group. It also does not extend to *pab2 pab8*. Also note that transcript levels (Δlog_2_ TC _*rpl24b/WT*_) for cytosolic r-proteins tend to be elevated in the *rpl24b* mutant. Data are for selected gene classes from all *A. thaliana* probe sets (genes) on the GeneChip® Arabidopsis ATH1 Genome Array (n = 22,746). **(B)** Scatterplot showing the translational codependence of cytosolic (black filled circles) and organellar (red and green filled circles) r-protein mRNAs on RPL24B and eIF3h. Genes encoding organellar r-protein mRNAs are further subdivided into nuclear-encoded (nuc) and chloroplast-encoded or mitochondrion-encoded (chl/mit). Pearson correlation coefficients (R^2^) for cytosolic (C), organellar (O) and all (All) r-protein mRNAs are indicated. Dashed lines (blue and red) represent 1.5-fold changes. The number of mRNAs (n) for each class of r-protein is also indicated.

Among the mRNAs for organellar r-proteins, those encoded in the nucleus were translationally stimulated in a similar fashion in the two mutants, although the trend was weaker than for the nuclear-encoded cytosolic proteins (Figure 4B, Additional file 4: Figure S3). In contrast, mRNAs for r-proteins that are encoded in the organelles themselves, that is, the plastid or mitochondrion, all had reduced ribosome loading in the *rpl24b* and *eif3h* mutants. The effect on the organellar mRNAs must be indirect because RPL24 and eIF3h function only in the cytosol. It should be noted that our array data are biased for polyadenylated mRNAs. In the organelles, polyadenylation is a precursor for degradation [41]. Thus, our results suggest that, in the wild-type chloroplasts, polyadenylated mRNAs remain substantially ribosome loaded, whereas in the mutants, the ribosome loading of the polyadenylated mRNAs is reduced.

### Fine structure analysis of the translation status of ribosomal protein mRNAs

Because the r-protein mRNAs were reliably expressed and showed robust cotranslation among themselves and between *rpl24b* and *eif3h* mutants, we characterized their translational coregulation in greater detail. Figure 5B shows that the ribosome occupancy (Translation State) of the r-protein mRNAs in wild-type plants varied dramatically among the different mRNAs. Certain extremely short mRNAs should have low ribosome occupancy, simply because few ribosomes fit onto the coding sequence of a small mRNA. This was indeed the case for several of the smallest r-proteins (for example, L41). However, even among the paralogs of one family, it was common for one paralog to be highly translated, and another paralog to be poorly translated (for example, L7, S12). However, the reproducibility of the ribosome occupancy between the two replicate experiments was excellent. Certain r-protein mRNAs have incomplete coding sequences [42] and have been marked as pseudogenes [43]. These mRNAs tended to have lower ribosome occupancy (Figure 5B), Additional file 5.

**Figure 5:**
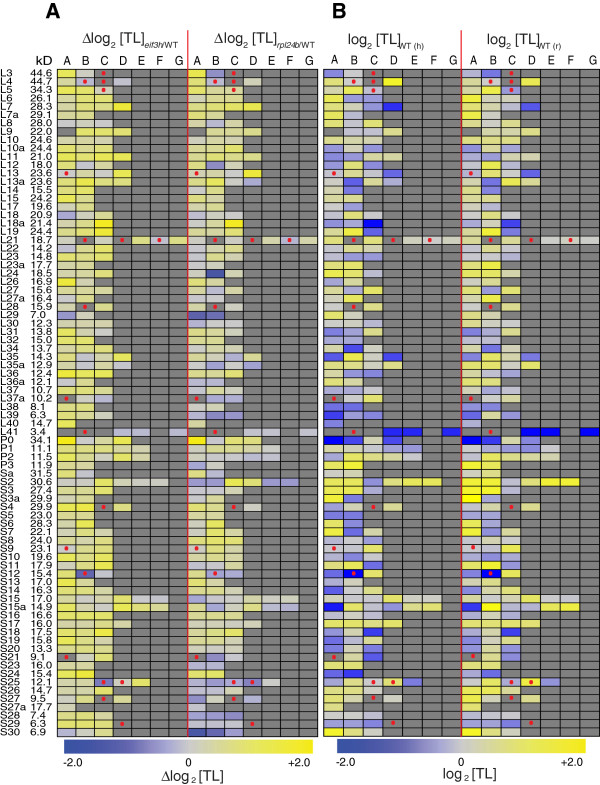
**Translation states of ribosomal protein paralogs.** Each ribosomal protein is encoded by up to seven paralogs named A to G. The molecular weight of the protein is indicated on the left. The heatmap in **(B)** shows absolute ribosome occupancy of the r-protein mRNA in wild-type plants, while the heatmap in **(A)** shows the increase (yellow) or decrease (blue) in ribosome occupancy in the *rpl24b* and *eif3h* mutants (see scale at the bottom). Gray color indicates that the gene does not exist or is not represented on the array. Dots indicate pseudogenes and incomplete open reading frames (ORFs). In **(B)**, the left and right panels show average ribosome occupancy (Translation State) from two replicates of the wild-type control plants grown for the *eif3h* experiment [20] and from three replicates of the wild-type of the *rpl24b* experiment (this study), respectively.

Figure 5A shows how ribosome occupancy of the r-protein mRNAs was affected in the *rpl24b* and *eif3h* mutants. The following numbers of mRNAs cleared statistical significance at FDR <0.05: 42 mRNAs that changed ribosome loading in *eif3h* and 16 in *rpl24b* (Figure 5A and Additional file 4: Figure S3 and Additional files 1 and 5). Several generalizations are supported by these data. First, certain mRNAs with very high ribosome occupancy in the wild-type (Figure 5B) did not increase their TL in the mutant, presumably simply because TL was already close to maximal (for example, L4D and S3aA). Vice versa, mRNAs with medium or low ribosome occupancy in the wild-type had an upward trend in the mutant (for example, L7D, L18aC). Second, for many r-protein families, the degree of translational dependence differed between the different paralogs; clear examples include L3, L12, L13, L18a, L21, L35a, P0, Sa, S2, S12, S15a, S25, and S30. Third, in keeping with the pattern of cotranslation between *rpl24b* and *eif3h* described earlier (Figure 3A) the paralog with the strongest stimulation in *rpl24b* often had the strongest stimulation in *eif3h*. For examples, see L3, L4, L7, L12, L13, L18a, L21, L22, L26, L29, P0, S6, S18, S21, and S30. Clear exceptions were rare. RPL24 presents one of the few exceptions, almost certainly because the *RPL24B* mRNA is truncated by a deletion in the *rpl24b* mutant [26].

Fourth, in a minority of r-protein families all paralogs were slightly reduced in their ribosome loading in the *rpl24b* mutant. Most of these r-proteins were small proteins of less than 10 to 13 kDa [42]. Examples are L29 (7 kDa), L35a (12.8 kDa), L36a (12.1 kDa), L37a (10 kDa), L39 (6.4 kDa), S21 (9 kDa), S25 (12.1 kDa), S27 (9.5 kDa), S28 (7.4 kDa), and S30 (6.9 kDa). In contrast, most of the larger r-proteins had at least one paralog that was translationally stimulated in the *rpl24b* mutant. On this topic, we note that the translation of these short mRNAs was generally normal in the *eif3h* mutant. In the *eif3h* mutant, long mRNAs are preferentially inhibited in their ribosome loading, but short mRNAs are not [20]. This is one exception from the general rule of correlated translation behavior between the two mutants.

Finally, certain r-protein paralogs code for incomplete open reading frames. Of the eight such cases [42] for which we have data (Figure 5A), none were translationally stimulated in either of the mutants, in sharp contrast to the general pattern. Indeed, the two mRNAs with the strongest translational repression in *eif3h*, *RPS12B* and *RPS25C*, both encode incomplete ORFs and are annotated as pseudogenes in The Arabidopsis Information Resource, release 10. It is unclear why these mRNAs are more sensitive to the mutations.

Taken together, considering the detailed annotation features just discussed, it appears that the r-protein regulon probably includes more mRNAs than was evident from Figure 4. While Figure 4 suggested that certain r-protein mRNAs might be excluded from the regulon, detailed inspection of Figure 5 makes this hypothesis harder to sustain. Of the cytosolic r-proteins above 13 kDa, the majority showed translational stimulation in both *rpl24b* and *eif3h* for at least one paralog. Paralogs that were stimulated less in the mutants often had a near maximal translation state in the wild-type. These mRNAs should be counted as legitimate members of the r-protein regulon. Other paralogs that bucked the general pattern and should not be considered part of the r-protein regulon code for incomplete r-proteins and *RPL24B* itself.

### Molecular features of undertranslated and overtranslated mRNAs

Given that the *rpl24b* mutant shared a common set of translationally stimulated and translationally inhibited mRNAs with *eif3h*, we examined whether these mRNAs harbored the same features that render some *Arabidopsis* mRNAs *eIF3h*-dependent. These features are uORFs and a long coding region [20]. As shown in Additional file 6: Figure S4, uORFs only played a weak role in causing poor translation in *rpl24b*. In detail, a statistically significant association between uORFs and *RPL24B*-dependent translation was seen only within the middle range of the distribution (> - 0.6 ΔTL <0.8), but not for the more strongly *RPL24B*-dependent mRNAs (ΔTL < -0.6). The association of ORF length with *RPL24B*-dependence was also weak (Additional file 6: Figure S4A). In contrast, for the *eif3h* dataset, our reanalysis of the earlier data [20] reproduced the conclusion that uORFs correlate with eIF3h dependence (Additional file 6: Figure S4B). To get a clearer view of this unexpected result, we examined the occurrence of uORFs among the undertranslated genes found in clusters 1, 2, and 3 (Figure 2). The mRNAs that were clearly codependent on both *RPL24B* and *eIF3h*, were not enriched for uORFs (Additional file 6: Figure S4C), while the mRNAs that were strongly *eIF3h*-dependent but weakly *RPL24B*-dependent tended to be the ones with uORFs. Apparently, the *rpl24b* mutation caused only a minor deficiency in ribosome loading for the uORF-containing mRNAs. This was surprising, because if one measures reporter protein translation downstream from a uORF in the *rpl24b* mutant, the deficiency in translation can be quite pronounced [25,26]. In summary, the effects of the mutations in *eIF3h* and *RPL24B* on ribosome occupancy are related but not identical.

### Stochastic variation of mRNA translation states in wild-type plants

Data on mRNA translation states can be variable between biological replicates. We examined the structure of the variation in translation states that we observed among 12 different RNA samples from wild-type seedlings, collected from seedlings grown on defined agar medium under largely identical experimental conditions. We focused on the 20% of mRNAs with the largest variation in translation state among the replicates, that is, a standard deviation above 0.49 (Figure 6A). Likewise, we identified a group of mRNAs with highly variable mRNA transcript levels (Figure 6B).

**Figure 6:**
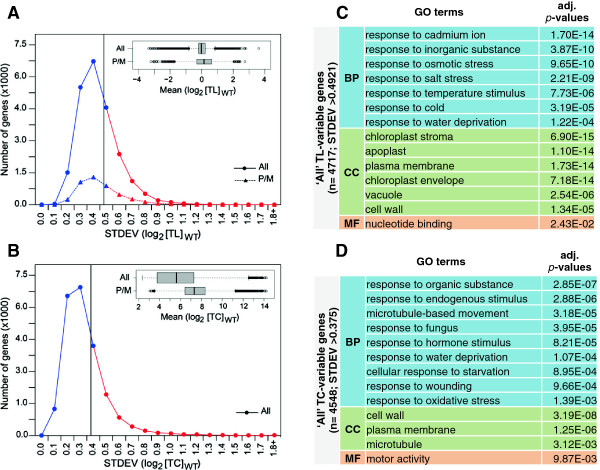
**Variability of translation states in wild-type plants under controlled growth conditions.** Translation state (TL) values and transcript levels (TC) were collected from 12 *bona fide* identical biological replicates of wild-type seedlings grown under standard growth conditions. **(A)** Line histogram showing the distribution of the standard deviations (SD) of the translation state (TL). The 20% of mRNAs with the highest standard deviation (>0.49) are highlighted in red to the right of the vertical line. The inset shows the distribution of the TL values as a boxplot. **(B)** Line histogram showing the distribution of standard deviations for total transcript levels. The 20% of mRNAs with the highest standard deviation (>0.375) are highlighted in red to the right of the vertical line. The inset shows the distribution of total transcript levels as a boxplot. **(C)** GO analysis of mRNAs with highly variable translation state using the DAVID (Database for Annotation, Visualization and Integrated Discovery) functional annotation tool. **(D)** GO analysis of mRNAs with highly variable transcript levels.

Gene ontology (GO) of the translationally variable mRNAs revealed that the most enriched biological process (BP) was 'response to abiotic stimulus’. Within this category, many different stimuli and stresses were represented and none stood out (Figure 6C). The most enriched cellular compartment was the 'chloroplast’ , and multiple compartments such as 'stroma’ and 'envelope’ , but not 'thylakoid’ , were overrepresented. The overrepresentation of plasma membrane, apoplast, cell wall, and vacuole suggests an abundance of secretory mRNAs.

The functional bias of the translationally variable genes towards 'abiotic stimuli’ suggests that the variation in translation state is likely a deliberate response of *Arabidopsis* to subtle differences in growth conditions. This was the case even though all four experiments were performed by the same person in the same growth chamber under nearly identical conditions. Given the diversity of stimuli listed, several different environmental factors may be involved. This result is also in keeping with the notion that many mRNAs that are functionally associated with environmental plasticity are regulated at the translational level [6-11,13,15,16]. We suggest that noticeable effects on translation state can occur in response to very subtle (that is, unintentional) differences in growth conditions.

## Discussion

This study describes the first global analysis of defects in ribosome loading in a plant ribosomal protein mutant and one of few such studies in eukaryotes [4]. The cytosolic RPL24, a subunit of the large (60S) subunit of the ribosome, is located near the 40S to 60S subunit interface on the lower hemisphere of the 60S, below the elongation factor binding site. During translation elongation, the protein faces forward, toward the 3′ end of the mRNA [44,45]. A mutation in mouse *RPL24* (*Bst*) causes a pleiotropic developmental phenotype. The hypomorphic mouse mutant allele impairs *RPL24* mRNA splicing and synthesis of the RPL24 protein. While the homozygous allele is lethal, heterozygotes have a reduced protein synthesis rate and altered rRNA ribosome biogenesis [29], while polysome profiles appear quite normal. In contrast, a double mutant in the two *RPL24* genes of *Saccharomyces cerevisiae* is viable. The yeast mutations reduce the growth rate *in vivo* and the protein synthesis rate *in vitro*, probably because of reduced P-site tRNA binding. The *rpl24* mutant yeast polysome profile shows stalled initiation complexes [4,30]. RPL24 being one of the last proteins to be assembled into the 60S [5], it is thought that other ribosomal proteins can join together successfully without RPL24.

### The *rpl24b* mutation does not reveal translation elongation defects or ribosome biogenesis defects

One might consider that a mutation such as *rpl24b* affecting the large ribosomal subunit may cause a translation elongation defect. Such a defect might slow the movement of ribosomes and therefore raise ribosome numbers per mRNA, and thus raise polysome loading, which would appear as an increase in translation state. Such a defect in the translation elongation cycle would be compounded in an exponential way by the length of the protein coding sequence. We did not observe a consistent global increase in ribosome loading when we monitored the RNA absorbance profile of our *rpl24b* mutant polysome gradients. Of note, we also did not detect evidence for half-mers, polysomes with a 40S subunit stalled on the start codon, as were observed in the yeast *rpl24* mutant [31]. Third, the observed increase in ribosome loading in *rpl24b* was gene specific, and preferentially affected the r-protein mRNAs, which are rather short, rather than long mRNAs.

Many ribosomal proteins play fundamental roles in ribosome assembly [5]. However, we are not inclined to conclude that the *rpl24b* phenotype reflects a direct ribosome biogenesis defect, for the main reason that the fundamental aspects of the *rpl24b* mutant phenotype are mirrored by *eif3h*, a mutation in an initiation factor, which would not affect ribosome assembly directly. Taken together, we did not see clear hallmarks of defects in translation elongation or ribosome assembly in *rpl24b*, although we do not categorically rule out that they might exist.

The *rpl24b* mutant stimulated the expression or the ribosome loading of certain r-protein transcripts (Figures 4 and 5). Between the transcriptional and translational upregulation, a large proportion of r-proteins received some boost in expression in the *rpl24b* mutant. A similar result was seen in *eif3h*[20]. It is conceivable that the mutant plants sense the defect in the translation apparatus, for example defective ribosomes lacking RPL24. The molecular phenotype that we observe suggests the existence of a 'translation machinery surveillance’ response, which then stimulates expression of ribosomal proteins.

It is currently not possible to tease apart which components of the *rpl24b* mutant phenotype are due directly to the loss of the RPL24B protein and which are due to the indirect effects of the mutation on other r-proteins. The problem of indirect effects is perhaps even more acute in vertebrates because ribosomal mutations trigger a p53-dependent nucleolar stress response pathway [3]. Whether ribosomal mutations in plants trigger an analogous response is currently unknown.

### Roles of RPL24B consistent with global measurements of translation

Based on transient gene expression assays, *Arabidopsis* RPL24 functions during translation reinitiation on the 35S RNA of cauliflower mosaic virus (CaMV) [22]. Moreover, the *rpl24b* mutant was originally identified as *shortvalve1* by virtue of its short valves, which are the walls of the seed pod [26]. The RPL24 protein boosts the translation reinitiation of two uORF-containing auxin response transcription factor (*ARF*) mRNAs, *ETTIN* (*ETT*) and *MONOPTEROS* (*MP*) [26], in conjunction with eIF3h [25]. Based on this information, we hypothesized that eIF3h and RPL24 may be involved in similar (re)initiation events or may coregulate the expression of uORF-containing or other mRNAs. The data obtained from the global analysis of ribosome loading only partly confirm this hypothesis. Indeed, several dozen mRNAs depended on both eIF3h and RPL24B for regular ribosome loading (Figure 2A). Surprisingly, however, these mRNAs were not highly enriched in uORFs. Vice versa, mRNAs with uORFs that have clearly reduced ribosome loading in *eif3h*, tend to have a rather mild translation defect in *rpl24b* (Additional files 1 and 6). This result shows a certain discrepancy between translation as measured using gene expression assays and translation as measured using ribosome occupancy. The result is actually reminiscent of earlier observations. For example, the *AtbZIP11* mRNA, which is clearly eIF3h dependent and RPL24B dependent in the gene expression assay [20,21,24,25], has a relatively modest and statistically insignificant ribosome occupancy defect when measured by microarray [20]. One probable cause is this; when the ribosome loading is reduced by twofold from six to three ribosomes per mRNA, most mRNA molecules will still be in a 'polysomal’ state. One might further consider that the respective uORF-containing mRNAs remain ribosome loaded in the *rpl24b* mutants because ribosomes persist on their uORF clusters. We can also speculate that mutant *rpl24b* ribosomes might reinitiate translation imperfectly; they may translate portions of the major ORF in an unproductive way that does not lead to a full protein. For comparison, other mutations in the translation apparatus affect the fidelity of start codon recognition [46,47]; aberrant initiation at non-AUG start codons or non-canonical reading frames could potentially be detected using the ribosome footprinting technique [48].

As we compare translation between *rpl24b* and *eif3h*, we should comment on the fact that the two experiments were performed under different light regimes. The *rpl24b* experiment was performed under a 16 h light/8 h dark cycle and the plants were harvested approximately 4 h into the light period, while the other experiments were carried out in continuous light. We do not think that the intermittent dark treatments contributed in a major way to the differences in translation. By examining the mRNA levels of characteristic clock gene transcripts we determined that the continuous-light-grown plants and the *rpl24b* plants were entrained in a similar way by the circadian clock. In addition, when dark-treated plants are reilluminated, the ribosome loading for the majority of mRNAs recovers within 10 minutes [8]. Even when fully etiolated seedlings are exposed to light, the major adjustment in polysome loading occurs within 4 h [10].

### The translational regulon of ribosomal proteins

This work suggests the presence of several translational regulons, defined as groups of mRNAs that are subject to joint translational control across a variety of conditions. We newly noticed that a subset of seed storage protein mRNAs are jointly stimulated in their translation in the *pab2 pab8* mutant. Since this group has not shown coregulation under other conditions, it does not qualify as a regulon as yet. However, r-protein mRNAs clearly form a regulon. Among the r-proteins, the organellar encoded ones are clearly set apart from the nuclear encoded ones. Given their correlated behavior in *rpl24b* and *eif3h*, the organellar r-protein mRNAs appear to be part of a distinct regulon of mRNAs. The r-protein regulon holds steady under other experimental conditions, given that r-protein mRNAs are among the most sensitive to hypoxia and other stresses [6,7]. It is possible that certain r-proteins are excluded from the regulon. However, aside from the 'incomplete’ r-protein mRNAs, it is difficult to identify specific examples. While certain r-proteins seemed to be stimulated less than others by the *rpl24b* and *eif3h* mutations, this could often be attributed to the fact that their translation state was already very high in the wild-type (Figure 5A,B). Thus, it seems plausible that a large fraction of nuclear encoded r-protein mRNAs are subject to coordinated translational regulation. Interestingly, while the response of the r-proteins to mutation is fairly uniform across the entire group, individual r-protein mRNAs vary greatly in their ribosome occupancy (Figure 5B). This result has implications for ascribing functions to individual r-protein paralogs in the context of the hypothesis that the cell contains different ribosomes with specialized functions. When two mutations in sister paralogs display different phenotypes, even though the patterns of transcript abundance of their mRNAs are identical, such differences in phenotype may be due to different rates of translation.

Although the r-protein regulon is functionally the best-characterized plant translational regulon, questions regarding the RNA sequence features responsible for its regulation remain to be addressed in future work. In general, it is unknown what causes the differences in ribosome occupancy among the paralogs. Given that their r-protein coding sequences are highly similar, one must consider whether ribosome occupancy is governed by sequences in the more variable 5′ and 3′ UTRs.

## Conclusions

A mutation affecting a large ribosomal subunit protein, RPL24B, stimulates ribosome loading in a similar way as a mutation in the eukaryotic initiation factor subunit, eIF3h, whereas a mutation in poly(A)-binding protein has a distinct, milder, spectrum of effects. The most striking translational effects are centered on the ribosomal protein mRNAs, suggesting that a large subset of these mRNAs forms a regulon of translational control.

## Methods

### Plant material

*A. thaliana* ecotypes for wild-type plants and alleles and ecotypes for mutants were described previously [21,25,26,34]. Wild-type plants, and the *pab2 pab8* double mutant (alleles SALK_026293 of *PAB2* (At4g34110) and SALK_022160 of *PAB8* (At1g49760)) are in the Columbia-0 (Col-0) ecotype [34]. The *eif3h-1* mutant allele (At1g10840) [21] and *rpl24b* (*stv1-1*) mutant allele (At3g53020) [26] are in the Wassilewskija (Ws) ecotype. The *rpl24b* mutant has a deletion covering several genes neighboring *RPL24B*, and also carries a transgene expressing the small myb protein, CAPRICE at the *RPL24B* locus [26]. Compared to the deletion of *RPL24B*, these additional mutations are likely to have at most small effects, if any, on translation. The *pab2 pab8* mutant is slightly dwarfed in its growth [34]. 

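The signal of *PAB2* in total RNA was 53.5-fold lower in *pab2 pab8* than in the wild-type, and that of *PAB8* 13.3-fold lower. Leaving out one replicate at a time gave 50.0-fold to 57.3-fold for *PAB2* and 10.3-fold to 15.9-fold for *PAB8*. The log2 signal left in the 3 mutant samples lay between 5.88 and 6.69 for *PAB8* and between 4.95 and 5.07 for *PAB2*. Both folds are those of the array signal, since RMA can compress signals near background and the level of background was not measured here.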

The mRNA signals were reduced more than 30-fold for *PAB2* and 10-fold for *PAB8* (Additional file 1), consistent with loss of function. The mutation in *eif3h-1* causes a C-terminal truncation of the protein [21]. A T-DNA insertion for *eIF3k* (At4g33250) was recovered from the GABI-KAT collection [49]. The mutant has an insertion in the sixth and last intron and produces a 3′ truncated transcript, but no full length transcript was detected (data not shown). The *eif3k* mutant seedlings lacked any obvious phenotype at the seedling and adult stages.

The *rpl24b* mutant allele *stv1-1* were grown on agar plates containing full strength Murashige and Skoog salts, pH 5.7, and 1% sucrose for 10 to 12 days in a 16 h light/8 h dark cycle at 22°C alongside the corresponding wild-type plants. They were harvested 6 h into the light period. The *pab2 pab8* mutant, the *eif3k* mutant and the *eif3h-1* mutant were grown in continuous light. There were three biological replicates for *rpl24b* and four for *pab2 pab8*.

### RNA extraction and fractionation

The translation efficiency is given by the number of protein molecules synthesized per mRNA molecule per unit time [50]. If one assumes that the rate of elongation, estimated at 5.6 codons/s [48], is approximately uniform across all mRNAs, then a measure of the translational efficiency of an mRNA can be estimated from the ribosome density, defined as the number of ribosomes per length of mRNA, or the ribosome occupancy, defined as the proportion of mRNA molecules found in the polyribosomes.

The entire procedure closely followed that given in [20]. Aerial tissues were homogenized and subjected to sucrose-gradient fractionation to generate two fractions of mRNAs: the non-polysomal fraction (free and monosomal, NP) and the polysomal fraction (PL) (Additional file 7: Figure S5). Samples for total transcripts (TC) were also collected alongside. Following manufacturer’s protocols, PL, NP and T RNA fractions were converted to cDNA and hybridized to GeneChip® Arabidopsis ATH1 Genome Arrays, Affymetrix, Santa Clara, CA which contain more than 22,500 probe sets representing approximately 24,000 genes.

If a given experimental treatment causes a global reduction in polysome loading, the global shift becomes masked during the standardized experimental procedure. The global shift is measured using polysome UV-absorbance profiles and RNA abundance measurements [9]. In our hands, neither the *rpl24b* mutant nor the *pab2 pab8* mutant showed any reproducible global shift in polysome loading (not shown). Therefore, no global adjustment was performed. Because we cannot rule out that small global shifts in polysome loading did occur in the mutants, our data only speak to gene-specific changes.

### Microarray data analysis

Raw signal intensities for each probe set were extracted from CEL files (Affymetrix proprietary data format) using the open source statistical tool R/Bioconductor [51], and the affy package [52]. We compared three background correction and normalization methods, MAS5, Robust Multi-array Average, and gcRMA. We settled on the Robust Multi-array Average algorithm because it minimized the variance in TL among the biological replicates (Additional file 8: Figure S6A,B) and was more successful in identifying differentially translated genes as judged from volcano plots (Additional file 8: Figure S6C-F). Therefore, the two replicates of raw data on *eif3h-1*[20] were re-extracted using RMA. Translation states (TL) were calculated as the ratio between PL and NP as TL = (PL)/(NP) for mutant and wild-type samples and were displayed after log_2_ transformation. The ratio in TL between the respective mutant and wild-type is given as a log-difference by Δlog_2_ TL = log_2_ (TL_mut_/TL_WT_) = log_2_ TL_mut_ - log_2_ TL_WT_. Differences in the total transcript level (TC) are also given as log_2_ ratios, as usual.

### Filtering

The complete set of genes (n = 22,746) represented on the GeneChip® Arabidopsis ATH1 Genome Array microarray ('All’) was prefiltered based on one of two simple gene expression criteria. First, Present (P), Marginal (M), or Absent (A) calls were recorded using the *mas5calls* function of the Bioconductor *MAS5* algorithm. For the 'P/M’ set, only those genes were included that had 'P’ and/or 'M’ calls in at least 50% of the arrays of each dataset (n = 8 to 16). Second, for the 'Stable’ set, we selected only genes that had a low variance in their translation state across a panel of 12 wild-type samples (see below). Prefiltering yielded four gene sets, that is, 'All’ , 'P/M’ , 'Stable’ and 'Stable and P/M’. While some differentially translated genes may be lost during prefiltering, the reduced size of the prefiltered data sets increases the statistical power.

### Identification of differentially translated genes (DTGs)

Genes that are differentially translated (DTGs) between mutant and wild-type plants were identified in two ways. First, we took all four prefiltered sets defined above and applied limma with a cut-off against false-positive discovery of 0.05 (FDR_BH_ 5%) to adjust aggressively for errors due to multiple-hypothesis testing [53,54] and at least a twofold difference in TL. Any gene identified by any one of the four prefilters and passing limma/FDR was considered a DTG. An alternate method ('*ad hoc’* filtering, [20]) simply examines the replicates for their fold change between mutant and wild-type, as well as the coefficient of variation (CV) thereof. With the *ad hoc* filter, genes were selected based on any one of three criteria; (i) a fold change of more than twofold (log_2_ ≥1.0) in all replicates; (ii) any fold change (as log_2_) with a coefficient of variation of less than 50%; (iii) any fold change (as log_2_) with a SD of less than 0.5. The *ad hoc* method captures most genes identified by limma/FDR, but also preserves reproducibly unchanged genes as well as genes whose up or down trend is clear but too noisy to withstand more rigorous FDR filtering (Additional file 9: Figure S7). To define genes with differential transcript levels (Δlog_2_ TC) only the limma/FDR method was used.

### Clustering and higher level analyses

Higher level analyses of DTGs utilized fuzzy *k*-means clustering as described previously [8,55,56]. Briefly, to identify coregulated genes, clusters of mRNAs were resolved by fuzzy *k*-means clustering with the fanny function of the R cluster package [57] using the following settings: distance measure = Euclidean correlation, membership exponent = 1.1, maximal number of iterations = 5,000, and number of clusters determined by trial and error. Clusters of genes and values of fold changes (Δlog_2_ TL) of mRNAs were visualized as heatmaps with the graphical interface programs MEV [58] and Genesis [59].

Groups of genes identified by clustering or other means were evaluated for enrichment of functional annotations using the Genome Ontology tools GOHyperGAll function [60] and the DAVID (Database for Annotation, Visualization and Integrated Discovery) database [61]. Moreover, fold-change values of translation states (Δlog_2_ TL) of the whole genome (n = 22,746) were plotted onto *Arabidopsis* biochemical pathways and analyzed for functional bias of gene expression using MapMan v3.5.1R2 [62]. Ribosomal protein annotations were identified from [42,43].

### Definition of mRNAs with stable translation states

Translation states (TL) of mRNAs from wild-type seedlings were tabulated for 12 biological replicates from 4 separate experiments. These samples were the wild-type control samples from experiments performed with *eif3h-1* (2 replicates), *rpl24b* (3 replicates), *pab2 pab8* (4 replicates) and *eif3k* (3 replicates). Data from 'All’ probesets were retained without any prefiltering. The standard deviations were calculated across all 12 datasets. The top 20% of genes with the highest standard deviations were classified as genes with highly variable translation state; while the remainder was classified as 'Stable’. Among the latter, genes devoid of any 'MAS5 Absent’ calls were classified as 'Stable and P/M’.

### Accession numbers for the data

New array data were submitted to the Gene Expression Omnibus database [63] under the following accession numbers: *pab2 pab8*: GEO - GSE51480; *rpl24b*: GEO - GSE51474; *eif3k*: GEO - GSE28224. Previously published data are found here: *eif3h* mutant [20]: GEO - GSE6024 (TL) and GEO - GSE6025 (TC).

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

BST performed bioinformatic and statistical analyses. BHK performed experimental work and contributed bioinformatic analyses. DRG and BR contributed reagents and advice. AGvA and DRG conceived of the study. AGvA guided all aspects of the project. BST and AGvA wrote the article. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Identification of differentially translated genes from *rpl24b *** **and *eif3h* and *pab2 pab8* mutant seedlings using four different prestatistical filtering methods.** See Methods for definition of the datasets 'All’, 'P/M’, 'Stable’, and 'Stable and P/M’. Click here for file

Additional file 2: Figure S1 The translational defects in the *rpl24b* mutant are not correlated with changes in total transcript levels, similar to *eif3h*[20]. Scatterplots show comparisons of global changes in total transcript (y-axes) against the respective changes in translation state (TL) (Δlog_2_ TL = Δlog_2_ polysomal fraction (PL)/non-polysomal fraction (NP)) for *rpl24b* and *eif3h* mutants compared to wild-type samples. All *Arabidopsis thaliana* genes on GeneChip® Arabidopsis ATH1 Genome Array (n = 22,746) were analyzed and Pearson correlation coefficients (R^2^) are indicated. Dashed lines represent twofold changes for each comparison between the respective mutant sample and wild-type in upward (red) or downward (blue) direction, respectively. Click here for file

Additional file 3: Figure S2 Differentially translated genes in *rpl24b* and *eif3h* mutant seedlings are enriched for r-protein mRNAs. The analysis follows that in Figure 2, except that differentially translated genes (DTGs) were identified by an *ad hoc* method (see Methods) rather than limma/false discovery rate (FDR). In addition, we required at least a 1.5-fold change (log_2_ = 0.59) in translation state (TL) in *rpl24b* or *eif3h*, and excluded genes that did not have P(resent) or M(arginal) calls in at least 50% of arrays. **(A)** Scatterplot showing the translational codependence of sets of mRNAs on *RPL24B* and/or *eIF3h*. Pearson correlation coefficients (R^2^) are indicated. Dashed lines represent 1.5-fold changes. Black dots indicate mRNAs that pass the filter in only one mutant but not the other. Red and blue dots indicate mRNAs that pass in both mutants. **(B)** Venn diagrams showing overlap for genes undertranslated (top) or overtranslated (bottom) in the *eif3h* and *rpl24b* mutant. **(C)** Heatmaps of fuzzy k-means clustering of 1,985 differentially translated genes (|Δlog_2_ TL| ≥0.59). The heatmaps display median Δlog_2_ TL values for each of seven clusters of mRNAs that had similar translation defects in each mutant over wild-type. The number of genes in each cluster is indicated. Translation defects are generally correlated for subsets of *rpl24b* and *eif3h* mistranslated mRNAs (the first five columns). The translation state data observed in the *pab2 pab8* mutant and in the *eif3k* mutant are shown for comparison; these were added after clustering had been performed. From left to right columns, data are for three (*rpl24b*), two (*eif3h*), four (*pab2 pab8*), and two (*eif3k*) experimental replicates. The heatmap color panel indicates undertranslation (blue), overtranslation (yellow) and no change (white) in mRNA translation. **(D)** Each gene cluster was examined for enrichment of functional categories. Enrichment *P* values were calculated by the GOHyperGAll function. GO terms: BP, biological process; CC, cellular component; MF, molecular function. Click here for file

Additional file 4: Figure S3 Ribosome loading of mRNA for organellar r-proteins in *rpl24b* and *eif3h* mutant plants. The heatmap shows the ribosomal occupancy defects in *rpl24b* and *eif3h* mutants of all paralogous mRNAs for plastidic and mitochondrial r-proteins that are represented on the ATH1 microarray. Those r-proteins that are encoded in the plastids and mitochondria are highlighted with asterisks, while the remainder are nuclear encoded. Yellow and blue represent that ribosome occupancy in the mutant is stimulated and inhibited, respectively. Gray cells indicate that the gene does not exist or did not yield data. Click here for file

Additional file 5 **Translation states (TL) of ribosomal proteins in the *rpl24b *** **mutant and the *eif3h* mutant displayed in Figure **5 and Additional file 4: Figure S3. Click here for file

Additional file 6: Figure S4 Upstream open reading frames (uORFs) and longer coding sequences contribute to poor translatability of mRNAs in *rpl24b* and *eif3h* mutants. The contribution of the length of main open reading frame (ORF or CDS) and the presence of uORFs to the translation state (TL) of mRNAs. mRNAs were classified into bins according to differences in translation state (Δlog_2_ TL) between *rpl24b* and wild-type **(A)** or *eif3h* and wild-type **(B)**. Each bin was evaluated for the percentage of genes falling into three classes (i) genes harboring uORFs; (ii) genes lacking uORFs but having a long (>1,086 nt) ORF; (iii) genes lacking uORFs but with a short (<1,086 nt) ORF. The number of genes in each class is indicated. The 2 × 2 contingency tables were prepared from the 'no change’ bin (> - 0.2 Δlog_2_ TL <0.2), and each of the other bins. Fisher’s exact test (or χ^2^ test with Yates’ correction for the larger classes) was carried out using these tables to evaluate the extent of deviation of each bin from the 'no change’ bin. Significant (>0.0001 *P* <0.05) and highly significant (*P* <0.0001) deviations are shown with single and double asterisks, respectively. (C) mRNAs that depend specifically on *eIF3h* are strongly enriched for uORFs, while mRNAs that depend on both *eIF3h* and *RPL24B* are not. Click here for file

Additional file 7: Figure S5 UV absorbance profiles (254 nm) were collected during gradient fractionation. **(A)***rpl24b* mutant and corresponding wild-type. **(B)***pab2 pab8* mutant and corresponding wild-type. Labels indicate the position of the 40S (peak), 60S (shoulder), and 80S (peak) ribosomes as well as polysomes with two and four ribosomes. Click here for file

Additional file 8: Figure S6 The Robust Multi-array Average algorithm minimizes standard deviations in microarray data of mRNA translation state (TL; ribosome occupancy). **(A)** Averages of translation states (log_2_ TL) were calculated for four replicates of wild-type reference samples drawn from the *pab2 pab8* mutant experiment. **(B)** Genes were binned according to the standard deviations (SD) of their translation state. All *Arabidopsis* genes (n = 22,746) represented on the GeneChip® Arabidopsis ATH1 Genome Array were analyzed. Note that the fraction of genes with SD >0.4 is minimized when using RMA. Reference samples (mock treatment) taken from hypoxia [6] and Turnip Mosaic Virus (TuMV) infection [12] datasets also showed similar distributions with RMA consistently giving lower variability (SD <0.5) of log_2_ TL values between replicates (not shown). **(C-F)** Comparison of the number of differentially translated genes (DTGs) between RMA-normalized and gcRMA-normalized data. Changes in translation state (Δlog_2_ TL) of RMA-normalized (C,D) and gcRMA-normalized (E,F) data for the *rpl24b* and *eif3h* datasets. Values on the x-axes show the fold changes in translation state in the respective mutant over wild-type samples. Y-axes show statistical significance of these changes according to limma/false discovery rate (FDR) adjusted *P* values, log transformed ('volcano plot’). Horizontal dashed lines mark the FDR <0.05 (-log value = 1.3) cut-off. The vertical dashed lines delineate 1.5-fold changes in upward (red) or downward (blue) directions. All *Arabidopsis* genes (n = 22,746) represented on GeneChip® Arabidopsis ATH1 Genome Array were analyzed. In (F) the legend explains the color coding used to illustrate different levels of significance. Click here for file

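In the 4 wild-type replicates of the *pab2 pab8* experiment most mRNAs had a reproducible ribosome loading. With the deposited RMA values, 2220 of 22746 probe sets, or 9.76%, had an SD of TL above 0.4, and 833, or 3.66%, one above 0.49. The median SD was 0.222. The SD was 0.08 for the histone mRNA *AT2G30620* and 0.66 for *LEA7*. Leaving out one replicate at a time moved the share above 0.4 between 6.72% and 13.3%. Values of these arrays from other algorithms were not analysed here.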

Additional file 9: Figure S7 Comparison between two methods for identifying differentially translated genes (DTGs), the false discovery rate (FDR)-validated method, and the *ad hoc* method. The figure shows all 18,757 genes that pass the *ad hoc* filter. Of these, the limma/FDR method with a twofold cut-off identified the genes marked in red and blue. When used with a twofold cut-off criterion, both methods identify very similar sets of mRNAs, but the *ad hoc* method also identifies those labeled green and orange. In contrast, when used with a 1.5-fold cut-off criterion (stippled lines), the *ad hoc* method yields a large number of additional genes, lying above and below the stippled lines, that have modest standard deviations (<0.5) but that are not selected by the limma/FDR method unless one relaxes the false-discovery criterion from 0.05 to as far as 0.4. s, significant by limma with an FDR threshold of <0.05; ns, FDR >0.05. Click here for file

## References

[B1] HoriguchiGVan LijsebettensMCandelaHMicolJLTsukayaHRibosomes and translation in plant developmental controlPlant Sci20121124342268256210.1016/j.plantsci.2012.04.008

[B2] McCannKLBasergaSJGenetics. Mysterious ribosomopathiesScience20131184985010.1126/science.124415623970686PMC3893057

[B3] TerzianTBoxNGenetics of ribosomal proteins: “curiouser and curiouser”PLoS Genet201311e100330010.1371/journal.pgen.100330023382707PMC3561088

[B4] HorosRIjspeertHPospisilovaDSendtnerRAndrieu-SolerCTaskesenENieradkaACmejlaRSendtnerMTouwIPvon LindernMRibosomal deficiencies in Diamond-Blackfan anemia impair translation of transcripts essential for differentiation of murine and human erythroblastsBlood20121126227210.1182/blood-2011-06-35820022058113

[B5] KondrashovNPusicAStumpfCRShimizuKHsiehACXueSIshijimaJShiroishiTBarnaMRibosome-mediated specificity in Hox mRNA translation and vertebrate tissue patterningCell20111138339710.1016/j.cell.2011.03.02821529712PMC4445650

[B6] Branco-PriceCKaiserKAJangCJLariveCKBailey-SerresJSelective mRNA translation coordinates energetic and metabolic adjustments to cellular oxygen deprivation and reoxygenation in *Arabidopsis thaliana*Plant J20081174375510.1111/j.1365-313X.2008.03642.x18665916

[B7] Branco-PriceCKawaguchiRFerreiraRBBailey-SerresJGenome-wide analysis of transcript abundance and translation in *Arabidopsis* seedlings subjected to oxygen deprivationAnn Bot20051164766010.1093/aob/mci21716081496PMC4247032

[B8] JuntawongPBailey-SerresJDynamic light regulation of translation status in *Arabidopsis thaliana*Frontiers Plant Sci2012116610.3389/fpls.2012.00066PMC335576822645595

[B9] KawaguchiRGirkeTBrayEABailey-SerresJDifferential mRNA translation contributes to gene regulation under non-stress and dehydration stress conditions in *Arabidopsis thaliana*Plant J20041182383910.1111/j.1365-313X.2004.02090.x15144383

[B10] LiuMJWuSHChenHMWidespread translational control contributes to the regulation of *Arabidopsis* photomorphogenesisMol Syst Biol2012115662225238910.1038/msb.2011.97PMC3296358

[B11] MatsuuraHIshibashiYShinmyoAKanayaSKatoKGenome-wide analyses of early translational responses to elevated temperature and high salinity in *Arabidopsis thaliana*Plant Cell Physiol20101144846210.1093/pcp/pcq01020089509

[B12] MoellerJRMoscouMJBancroftTSkadsenRWWiseRPWhithamSADifferential accumulation of host mRNAs on polyribosomes during obligate pathogen-plant interactionsMolecular Biosyst2012112153216510.1039/c2mb25014d22660698

[B13] NicolaiMRoncatoMACanoyASRouquieDSardaXFreyssinetGRobagliaCLarge-scale analysis of mRNA translation states during sucrose starvation in arabidopsis cells identifies cell proliferation and chromatin structure as targets of translational controlPlant Physiol20061166367310.1104/pp.106.07941816632591PMC1475480

[B14] SormaniRDelannoyELageixSBittonFLanetESaez-VasquezJDeragonJMRenouJPRobagliaCSublethal cadmium intoxication in *Arabidopsis thaliana* impacts translation at multiple levelsPlant Cell Physiol20111143644710.1093/pcp/pcr00121252299

[B15] UedaKMatsuuraHYamaguchiMDemuraTKatoKGenome-wide analyses of changes in translation state caused by elevated temperature in *Oryza sativa*Plant Cell physiol2012111481149110.1093/pcp/pcs09222722767

[B16] YanguezECastro-SanzABFernandez-BautistaNOliverosJCCastellanoMMAnalysis of genome-wide changes in the translatome of *Arabidopsis* seedlings subjected to heat stressPLoS One201311e7142510.1371/journal.pone.007142523977042PMC3747205

[B17] RoyBvon ArnimAGChang C, Torii KTranslational regulation of cytoplasmic mRNAsThe Arabidopsis Book201311Rockville, MD: American Society of Plant Biologistse01652390860110.1199/tab.0165PMC3727577

[B18] MayberryLKAllenMLDennisMDBrowningKSEvidence for variation in the optimal translation initiation complex: plant eIF4B, eIF4F, and eIF(iso)4 F differentially promote translation of mRNAsPlant Physiol2009111844185410.1104/pp.109.13843819493973PMC2719132

[B19] MayberryLKAllenMLNitkaKRCampbellLMurphyPABrowningKSPlant cap-binding complexes eukaryotic initiation factors eIF4F and eIFiso4F: molecular specificity of subunit bindingJ Biol Chem201111425664257410.1074/jbc.M111.28009921965660PMC3234931

[B20] KimBHCaiXVaughnJNvon ArnimAGOn the functions of the h subunit of eukaryotic initiation factor 3 in late stages of translation initiationGenome Biol200711R6010.1186/gb-2007-8-4-r6017439654PMC1896003

[B21] KimTHKimBHYahalomAChamovitzDAvon ArnimAGTranslational regulation via 5′ mRNA leader sequences revealed by mutational analysis of the *Arabidopsis* translation initiation factor subunit eIF3hPlant Cell2004113341335610.1105/tpc.104.02688015548739PMC535877

[B22] ParkHSHimmelbachABrowningKSHohnTRyabovaLAA plant viral “reinitiation” factor interacts with the host translational machineryCell20011172373310.1016/S0092-8674(01)00487-111572778

[B23] SchepetilnikovMDimitrovaMMancera-MartinezEGeldreichAKellerMRyabovaLATOR and S6K1 promote translation reinitiation of uORF-containing mRNAs via phosphorylation of eIF3hEMBO J2013111087110210.1038/emboj.2013.6123524850PMC3630359

[B24] RoyBVaughnJNKimBHZhouFGilchristMAvon ArnimAGThe h subunit of eIF3 promotes reinitiation competence during translation of mRNAs harboring upstream open reading framesRNA20101174876110.1261/rna.205601020179149PMC2844622

[B25] ZhouFRoyBvon ArnimAGTranslation reinitiation and development are compromised in similar ways by mutations in translation initiation factor eIF3h and the ribosomal protein RPL24BMC Plant Biol20101119310.1186/1471-2229-10-19320799971PMC3020687

[B26] NishimuraTWadaTYamamotoKTOkadaKThe *Arabidopsis* STV1 protein, responsible for translation reinitiation, is required for auxin-mediated gynoecium patterningPlant Cell2005112940295310.1105/tpc.105.03653316227452PMC1276021

[B27] RosadoARaikhelNVApplication of the gene dosage balance hypothesis to auxin-related ribosomal mutants in *Arabidopsis*Plant Signal Behav20101145045210.4161/psb.5.4.1134120383066PMC2958597

[B28] PendleAFClarkGPBoonRLewandowskaDLamYWAndersenJMannMLamondAIBrownJWShawPJProteomic analysis of the *Arabidopsis* nucleolus suggests novel nucleolar functionsMol Biol Cell2005112602691549645210.1091/mbc.E04-09-0791PMC539170

[B29] OliverERSaundersTLTarleSAGlaserTRibosomal protein L24 defect in belly spot and tail (Bst), a mouse MinuteDevelopment2004113907392010.1242/dev.0126815289434PMC2262800

[B30] DresiosJDerkatchILLiebmanSWSynetosDYeast ribosomal protein L24 affects the kinetics of protein synthesis and ribosomal protein L39 improves translational accuracy, while mutants lacking both remain viableBiochemistry2000117236724410.1021/bi992526610852723

[B31] Baronas-LowellDMWarnerJRRibosomal protein L30 is dispensable in the yeast Saccharomyces cerevisiaeMol Cell Biol19901152355243220480910.1128/mcb.10.10.5235-5243.1990PMC361207

[B32] KruiswijkTPlantaRJKropJMThe course of the assembly of ribosomal subunits in yeastBiochim Biophys Acta19781137838910.1016/0005-2787(78)90204-6626744

[B33] BelostotskyDAUnexpected complexity of poly(A)-binding protein gene families in flowering plants: three conserved lineages that are at least 200 million years old and possible auto- and cross-regulationGenetics2003113113191258671810.1093/genetics/163.1.311PMC1462424

[B34] DufresnePJUbalijoroEFortinMGLaliberteJF*Arabidopsis thaliana* class II poly(A)-binding proteins are required for efficient multiplication of turnip mosaic virusJ Gen Virol2008112339234810.1099/vir.0.2008/002139-018753244

[B35] PalaniveluRBelostotskyDAMeagherRBConserved expression of *Arabidopsis thaliana* poly(A) binding protein 2 (PAB2) in distinct vegetative and reproductive tissuesPlant J20001119921010.1046/j.1365-313x.2000.00720.x10849338

[B36] IwakawaHOTajimaYTaniguchiTKaidoMMiseKTomariYTaniguchiHOkunoTPoly(A)-binding protein facilitates translation of an uncapped/nonpolyadenylated viral RNA by binding to the 3′ untranslated regionJ Virol2012117836784910.1128/JVI.00538-1222593149PMC3421650

[B37] ChengSGallieDRCompetitive and noncompetitive binding of eIF4B, eIF4A, and the poly(A) binding protein to wheat translation initiation factor eIFiso4GBiochemistry2010118251826510.1021/bi100852920795652

[B38] KahvejianASvitkinYVSukariehRM’BoutchouMNSonenbergNMammalian poly(A)-binding protein is a eukaryotic translation initiation factor, which acts via multiple mechanismsGenes Dev20051110411310.1101/gad.126290515630022PMC540229

[B39] SachsABVaraniGEukaryotic translation initiation: there are (at least) two sides to every storyNat Struct Biol20001135636110.1038/7512010802729

[B40] MuenchDGZhangCDahodwalaMControl of cytoplasmic translation in plantsWiley Interdiscip Rev RNA20121117819410.1002/wrna.110422215505

[B41] LangeHSementFMCanadayJGagliardiDPolyadenylation-assisted RNA degradation processes in plantsTrends Plant Sci20091149750410.1016/j.tplants.2009.06.00719716749

[B42] BarakatASzick-MirandaKChangIFGuyotRBlancGCookeRDelsenyMBailey-SerresJThe organization of cytoplasmic ribosomal protein genes in the *Arabidopsis* genomePlant Physiol20011139841510.1104/pp.01026511598216PMC125077

[B43] SormaniRMasclaux-DaubresseCDaniel-VedeleFChardonFTranscriptional regulation of ribosome components are determined by stress according to cellular compartments in *Arabidopsis thaliana*PLoS One201111e2807010.1371/journal.pone.002807022164228PMC3229498

[B44] ArmacheJPJaraschAAngerAMVillaEBeckerTBhushanSJossinetFHabeckMDindarGFranckenbergSMarquezVMielkeTThommMBerninghausenOBeatrixBSödingJWesthofEWilsonDNBeckmannRLocalization of eukaryote-specific ribosomal proteins in a 5.5-A cryo-EM map of the 80S eukaryotic ribosomeProc Natl Acad Sci U S A201011197541975910.1073/pnas.101000510720974910PMC2993421

[B45] KlingeSVoigts-HoffmannFLeibundgutMBanNAtomic structures of the eukaryotic ribosomeTrends Biochem Sci20121118919810.1016/j.tibs.2012.02.00722436288

[B46] HinnebuschAGMolecular mechanism of scanning and start codon selection in eukaryotesMicrobiol Mol Biol Rev20111143446710.1128/MMBR.00008-1121885680PMC3165540

[B47] HiraishiHShinBSUdagawaTNemotoNChowdhuryWGrahamJCoxCReidMBrownSJAsanoKInteraction between 25S rRNA A loop and eukaryotic translation initiation factor 5B promotes subunit joining and ensures stringent AUG selectionMol Cell Biol2013113540354810.1128/MCB.00771-1323836883PMC3753867

[B48] IngoliaNTLareauLFWeissmanJSRibosome profiling of mouse embryonic stem cells reveals the complexity and dynamics of mammalian proteomesCell20111178980210.1016/j.cell.2011.10.00222056041PMC3225288

[B49] RossoMGLiYStrizhovNReissBDekkerKWeisshaarBAn *Arabidopsis thaliana* T-DNA mutagenized population (GABI-Kat) for flanking sequence tag-based reverse geneticsPlant Mol Biol2003112472591475632110.1023/B:PLAN.0000009297.37235.4a

[B50] MathewsMBSonenbergNHersheyJWBMathews MB, Sonenberg N, Hershey JWBOrigins and principles of translational controlTranslational Control in Biology and Medicine2007Cold Spring Harbor, NY: CSHL Press140

[B51] SaeedAISharovVWhiteJLiJLiangWBhagabatiNBraistedJKlapaMCurrierTThiagarajanMSturnASnuffinMRezantsevAPopovDRyltsovAKostukovichEBorisovskyILiuZVinsavichATrushVQuackenbushJTM4: a free, open-source system for microarray data management and analysisBiotechniques2003113743781261325910.2144/03342mt01

[B52] WettenhallJMSimpsonKMSatterleyKSmythGKaffylmGUI: a graphical user interface for linear modeling of single channel microarray dataBioinformatics20061189789910.1093/bioinformatics/btl02516455752

[B53] BenjaminiYHochbergYControlling the false discovery rate: a practical and powerful approach to multiple testingJ Roy Statist Soc B199511289300

[B54] SmythGKGentleman VR, Carey SD, Irizarry R, Huber WLimma: linear models for microarray dataBioinformatics and Computational Biology Solutions using R and Bioconductor2005New York, NY: Springer397420

[B55] GaschAPEisenMBExploring the conditional coregulation of yeast gene expression through fuzzy k-means clusteringGenome Biol200211R5910.1186/gb-2002-3-11-research0059PMC13344312429058

[B56] GathIUnsupervised optimalf fuzzy clusteringIEEE Trans Pattern Anal Mach Intell19891177378010.1109/34.192473

[B57] MaechlerMRousseuwPStruyfAHubertMHornikK2012 cluster: cluster analysis basics and extensions. R package version 1.14.3[http://cran.r-project.org/web/packages/cluster/index.html]

[B58] Dana-Farber Cancer InstituteTM4[http://www.tm4.org/mev/credits/references]

[B59] SturnAQuackenbushJTrajanoskiZGenesis: cluster analysis of microarray dataBioinformatics20021120720810.1093/bioinformatics/18.1.20711836235

[B60] HoranKJangCBailey-SerresJMittlerRSheltonCHarperJFZhuJKCushmanJCGolleryMGirkeTAnnotating genes of known and unknown function by large-scale coexpression analysisPlant Physiol200811415710.1104/pp.108.11736618354039PMC2330292

[B61] da HuangWShermanBTLempickiRASystematic and integrative analysis of large gene lists using DAVID bioinformatics resourcesNat Protoc20091144571913195610.1038/nprot.2008.211

[B62] ThimmOBlasingOGibonYNagelAMeyerSKrügerPSelbigJMullerLARheeSYStittMMAPMAN: a user-driven tool to display genomics data sets onto diagrams of metabolic pathways and other biological processesPlant J20041191493910.1111/j.1365-313X.2004.02016.x14996223

[B63] BarrettTWilhiteSELedouxPEvangelistaCKimIFTomashevskyMMarshallKAPhillippyKHShermanPMHolkoMYefanovALeeHZhangNRobertsonCLSerovaNDavisSSobolevaANCBI GEO: archive for functional genomics data sets–updateNucleic Acids Res201311D991D99510.1093/nar/gks119323193258PMC3531084

# Supplementary material for: The global translation profile in a ribosomal protein mutant resembles that of an eIF3 mutant
**Source:** BMC Biol. 2013 Dec 30;11:123. doi: 10.1186/1741-7007-11-123
**Supplement:** Additional file 3: Figure S2 — Differentially translated genes in rpl24b and eif3h mutant seedlings are enriched for r-protein mRNAs. The analysis follows that in Figure 2, except that differentially translated genes (DTGs) were identified by an ad hoc method (see Methods) rather than limma/false discovery rate (FDR). In addition, we required at least a 1.5-fold change (log2 = 0.59) in translation state (TL) in rpl24b or eif3h, and excluded genes that did not have P(resent) or M(arginal) calls in at least 50% of arrays. (A) Scatterplot showing the translational codependence of sets of mRNAs on RPL24B and/or eIF3h. Pearson correlation coefficients (R2) are indicated. Dashed lines represent 1.5-fold changes. Black dots indicate mRNAs that pass the filter in only one mutant but not the other. Red and blue dots indicate mRNAs that pass in both mutants. (B) Venn diagrams showing overlap for genes undertranslated (top) or overtranslated (bottom) in the eif3h and rpl24b mutant. (C) Heatmaps of fuzzy k-means clustering of 1,985 differentially translated genes (|Δlog2 TL| ≥0.59). The heatmaps display median Δlog2 TL values for each of seven clusters of mRNAs that had similar translation defects in each mutant over wild-type. The number of genes in each cluster is indicated. Translation defects are generally correlated for subsets of rpl24b and eif3h mistranslated mRNAs (the first five columns). The translation state data observed in the pab2 pab8 mutant and in the eif3k mutant are shown for comparison; these were added after clustering had been performed. From left to right columns, data are for three (rpl24b), two (eif3h), four (pab2 pab8), and two (eif3k) experimental replicates. The heatmap color panel indicates undertranslation (blue), overtranslation (yellow) and no change (white) in mRNA translation. (D) Each gene cluster was examined for enrichment of functional categories. Enrichment P values were calculated by the GOHyperGAll function. GO terms: BP, biological process; CC, cellular component; MF,

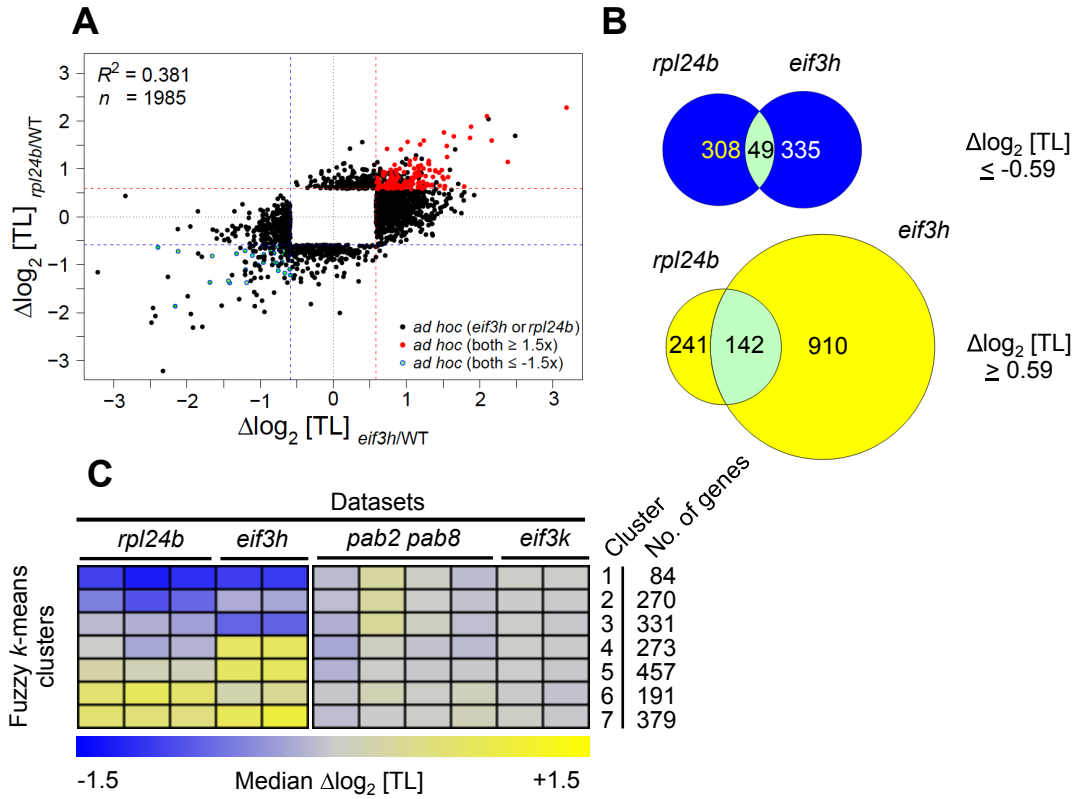

D

Cluster	GO terms	Adj. <i>p</i> -values	Enrichment fold
3	MF: ATP binding	3.98E-07	1.8
	BP: photosynthesis	3.41E-03	2.7
	BP: response to abiotic stimulus	6.87E-03	1.4
4	CC: chloroplast	2.17E-10	1.7
	CC: vacuole	6.34E-07	2.7
	CC: Golgi apparatus	1.05E-03	2.0
	MF: ribosome	4.82E-03	2.8
	BP: response to abiotic stimulus	2.31E-02	1.4
5	CC: chloroplast	3.15E-16	1.7
	BP: photosynthesis	1.21E-12	4.1
	MF: ribosome	7.60E-09	3.5
	CC: vacuole	2.12E-08	2.4
	CC: Golgi apparatus	3.47E-05	1.9
	BP: response to abiotic stimulus	6.78E-04	1.4
6	CC: nucleolus	1.30E-10	7.0
	MF: ribosome	3.10E-04	3.8
	CC: chloroplast	5.32E-04	1.5
	BP: response to abiotic stimulus	1.84E-02	1.5
7	MF: ribosome	2.12E-68	11.8
	CC: nucleolus	1.97E-21	7.1
	CC: chloroplast	4.09E-18	1.9
	CC: Golgi apparatus	2.44E-16	3.1
	CC: vacuole	8.99E-16	3.4
	BP: response to abiotic stimulus	1.41E-09	1.8
4-7	MF: ribosome		5.8

How the deposited data were processed for this re-analysis (not part of the article)

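RNA from the aerial parts of *pab2 pab8* and wild-type *Arabidopsis* seedlings was measured on ATH1 arrays: 4 polysomal and 4 non-polysomal samples per genotype, and 3 total RNA samples per genotype, 22 arrays in all. The *rpl24b*, *eif3h* and *eif3k* arrays of the study were not analysed here. The values used are log2 signals as deposited by the authors, who extracted them with the affy package and normalized them with RMA. Versions of these tools are not given in the sources used here. Total RNA arrays and fraction arrays lie at different levels, so genotypes were compared within one kind of array. Only the resulting changes between genotypes were set against each other across kinds. The replicate that the sample labels number 4 is numbered 5 in the authors' deposited table of translation states. The number of arrays limits the precision. The fit was repeated with the replicate number as a block, a trend in eBayes, only the brightest probe sets, median centring, quantile normalization per fraction, other fold criteria, a fit of genotype by fraction, the authors' own TL values and without each replicate in turn. The *ad hoc* filter of the paper keeps a probe set whose TL change is above 2-fold in every replicate pair, or has a coefficient of variation under 50%, or an SD under 0.5.

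From these values log2 TL was formed as log2 PL minus log2 NP of one genotype and replicate, and genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over 22746 probe sets. Calls need an FDR below 0.05 and an absolute log2 change of at least 1, while members of gene lists are counted as higher or lower at an FDR below 0.05 with no fold criterion. Gene lists were tested with camera at a preset correlation of 0.01 and with fry, where at least 3 probe sets were measured. Correlations, counts and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Simulated data held 100 probe sets with a log2 change of 1 and 100 with a change of 2. At the FDR and the right direction, with no fold criterion, the TL test recovered 67% and 100% of them, with 11 false calls. The TC test recovered 88% and 100%, with 6. Calls here also need the fold criterion, and the number of changed probe sets affects the FDR, so these shares need not hold for the calls.

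Probe sets were named from the array's annotation table where it gives 1 gene (13151 probe sets, and 274 that can cross-hybridise), and otherwise from the paper's tables (502). 561 have several genes, 3 have names in conflict and 8255 are unnamed here. Many probe sets named through the paper's tables are listed there because they changed on these arrays, so list tests use the annotation table alone, and lists with the other members are an added alternative. This restriction was set after the files were seen and before the list results were. The 3 poly(A) binding protein probe sets are all named through the paper's tables, and for the remaining lists between 1 and 216 probe sets were measured.

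Gene lists, comparisons, alternatives and the rule for named genes were set before the data were examined. The rule takes every gene the paper names for this experiment, the 10 largest changes per direction past the FDR and changed one way in every replicate pair, and the 3 members of each list with the smallest p. The paper's table of changed genes had been read when the rule was written. Of list members only a part is printed, chosen after their values were seen, as were *MTP11*, *GSTF4* and the other probe sets with a TL change above 1. A first fit of TL and TC was seen before the tests of technical explanations were written down.

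The labels say that mutant and wild-type were grown alongside each other and that replicates were grown at different times, so equal numbers pair the samples. Deviations from the group means correlated between equal numbers at r = 0.0660, 0.0931, 0.0525 and 0.135 in TL and at -0.164, -0.0572 and 0.211 in TC, across genes. This check and the calls with and without the block were first seen together. The paper's filters on detection calls and on stability over wild-type samples were not repeated, because they need detection calls and further wild-type arrays not used here. The analysis of mRNA length was not made, since no gene models were used here. For the 133 probe sets of the paper's table of this mutant, TL and TC changes computed here differ from the listed ones by at most 0.000723 and 0.000570, and 122 of those the paper calls in TC are called in TC here.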

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

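The tests of array background, of seed tissue and of the shifted array were chosen after the result was seen, while those of other splits of the samples were not.

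In 60 groups of 4 samples, 7 had a sample far from the others, where chance gives about 1 in 20 groups. The gap to the nearest sample, as a share of the group's range, was 0.943 for the wild-type TL of *LTI65* (-0.40 to 0.17), 0.979 for that of *DELTA-VPE* (-1.34 to -0.91), 0.883 for that of *AT3G17520* (0.20 to 1.03) and 0.849 for that of *LEA18* (-0.22 to 0.85). In the mutant it was 0.909 for the TL of *AT5G06360* (0.55 to 0.96) and 0.840 for that of *AT3G17520* (1.11 to 2.31). The median log2 signal of the mutant NP arrays gave 0.978, from 4.68 in replicate 2 to at most 4.96.

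Several seed mRNAs were higher in TL and in TC, while of all measured members of the seed lists 36 of 48 had a TL change and 29 a TC change above 0. If array background pulled the TL of dim probe sets towards 0, mRNAs that rose in TC outside the seed lists would have TL further from 0 in the mutant, and over 78 of them the median gain in absolute log2 TL was 0.0591, between the bounds set for and against this. These 78 were chosen by their TC call and not for a low signal, so the value cannot decide the question for dim probe sets. If seed tissue were left in the mutant samples, the seed lists would be higher in TC as a set. The bounds were set on the share with a TC change above 0. It was 0.604, just above the bound of 0.6 that would have argued against it. That share counts signs alone, and 35 of the 48 probe sets belong to the LEA family. By camera each list was higher in TC, with an FDR of 0.0161 for seed storage, 0.0489 for oil bodies and 0.000150 for LEA. For other seed maturation, a list partly picked from the paper's table of these samples, it was 2.66e-09. With an estimated correlation the adjusted p was 0.123 to 0.342, so these tests do not decide it either. Neither explanation can be told apart from an effect of the genotype on these mRNAs, because the median gain and the share each lie between their bounds. The genotype stays open as a biological explanation, untested.

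For the 6 higher and 1 lower probe sets past the TL FDR, the FDR depended on single replicates and the size of the change did so less, with log2 changes without single replicates of 2.70 to 2.91 for *ECP63*, 1.70 to 2.23 for *CRU3*, 1.52 to 1.92 for *AT3G53040*, 1.45 to 1.95 for *M17*, 1.21 to 1.40 for *CRA1*, 1.10 to 1.24 for *PAB4* and -0.99 to -0.89 for *PIFI*. With the shifted NP array of mutant replicate 2 corrected by median centring, 7 of 7 were still called, which argues against a constant offset of that array as the whole cause. Without replicate 2 only 1 of them was called, so the bound set for the shift as a cause was met as well as that set against it. Without replicate 3, which has no shift, 0 were called. Whether that NP array differs in another way than by an offset was not tested. Of 35 splits of the TL values into 4 and 4, 2, the real one included, called at least as many probe sets as the real split (6 calls, highest other 13), so chance cannot be excluded by this count. The other split sets replicates 1 and 4 of both genotypes against 2 and 3, so it follows the times of growth, and with the replicate number as a block the real comparison has 6 calls. Among the 7 other splits that part all 4 pairs, as the real one does, the highest count was 0, and the genotype stays open as a biological explanation, untested.

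For TC the real split called 99 higher and 23 lower probe sets and the highest of the other splits 0, with 1 of 10 splits as large, too few splits for a share under 0.05.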

How the results depend on the processing

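Tests with members named through the paper's tables, the TL range from 0.59 to 1 and the counts called in TL or TC and with no call required were chosen after the result was seen. The TL count of 6 higher was 0 in limma's fit of genotype by fraction (754 at an unadjusted p under 0.05) and 0 with limma's treat against 1.5-fold (20 at an unadjusted p under 0.05), and 0 to 8 without single replicates (1 without replicate 2, 0 without replicate 3, with 1947 at an unadjusted p under 0.05). The TL count of 0 lower (1966 at an unadjusted p under 0.05 in either direction) was 1 among bright probe sets, 2 with median centring, 1 with quantile normalization per fraction and 1 at the FDR with no fold criterion. The TC counts of 99 and 23 were 555 and 330 with no fold criterion (487 and 613 with median centring), 20 and 5 with treat, and 33 to 149 and 15 to 20 without single replicates. With the replicate number as a block the counts were 6 and 0 in TL and 106 and 24 in TC, the FDR of *PIFI* rose to 0.134, that of *CYCB1;1* in TC rose to 0.0654, and the block changed no other call among the values reported, lists included. With an estimated correlation the adjusted p of TL lists was 0.232 for seed storage, 0.145 for oil bodies, 0.232 for other seed maturation and 0.174 for histones, and of TC lists 0.175 for seed storage, 0.342 for oil bodies, 0.212 for LEA, 0.123 for other seed maturation, 0.123 for flavonoids, 0.175 for histones and 0.372 for plastid-encoded loci. Without single replicates the camera FDR of TL lists ran from 0.00509 to 0.198 for seed storage, 0.00155 to 0.250 for LEA, 0.0291 to 0.221 for other seed maturation, 0.218 to 0.853 for reserve mobilisation, 0.397 to 0.876 for initiation factors, 0.511 to 0.913 for mRNA decay and 0.141 to 0.999 for plastid-encoded loci, where the direction turned without replicate 3 for reserve mobilisation, without replicate 2 for initiation factors, without replicate 2 or 4 for mRNA decay and without replicate 4 for plastid-encoded loci, and of TC lists from 0.0440 to 0.0568 for oil bodies, 0.0384 to 0.146 for light harvesting and 1.12e-20 to 0.941 for plastid-encoded loci, which turned direction without replicate 1. With members named through the paper's tables the FDR was 0.00464 for LEA and 0.870 for root markers (direction turned) in TL, and 0.0200 for reserve mobilisation in TC. Among bright probe sets the plastid-encoded loci had a TL FDR of 0.895 with the direction turned. The cause was not tested.

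The TL change of *PAB8* was -0.47 to 0.12 and the TC change of *PAB4* -0.59 to -0.44 without single replicates. The correlation of TL and TC changes was -0.0858 to 0.0320 over all probe sets, -0.103 to 0.0133 under 1, 0.265 to 0.460 at 0.59 or more and -0.0197 to -0.00319 from 0.59 to 1, and 0.0202 from 0.59 to 1 among bright probe sets. The probe sets of each TL range were chosen anew without each replicate. The share of wild-type SDs above 0.4 and 0.49 was 10.2% and 3.96% with quantile normalization, and 6.72 to 13.3% and 2.36 to 6.01% without single replicates. The *ad hoc* count at 1.5-fold higher was 79 among bright probe sets, and without single replicates the counts were 9 to 19 at 2-fold higher, 1 to 4 at 2-fold lower, 150 to 457 at 1.5-fold higher and 89 to 225 at 1.5-fold lower, where the balance at 1.5-fold turned without replicate 2 (150 higher, 225 lower). Of the mRNAs at 2-fold higher, 5 to 8 were called higher in TC without single replicates and 3 among bright probe sets. With a call in TL or TC as the criterion these counts were 14 and 12, and with no call required 18 and 12. Of the values of single genes under the alternatives, apart from *PAB8* without replicate 1, 613 kept their direction and side of the threshold, 105 lost the threshold and 12 gained it. The analysis of mRNA length and its alternatives were not run. Signals near background limit the TL of dim probe sets.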

Differences from the paper's values

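The counts with a call in TL or TC, with no call required and in the TL range from 0.59 to 1 were chosen after the result was seen.

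The paper gives 14 mRNAs with ribosome loading increased over 2-fold, of which the paper gives 12 as also higher in transcript level. For TL the paper's Methods give limma with an FDR and the *ad hoc* filter, and its text does not name which of these the first count uses, so the counts below need not share its criterion, while for transcript levels the Methods give limma with the FDR. The *ad hoc* filter at 2-fold gave 8 and 5. Of the alternatives set before the data were examined, the first count was within 1.5 times of the paper's without replicate 1 (17), replicate 3 (17) and replicate 4 (19) and was not without replicate 2 (9) or among bright probe sets (6). Of the paper's own 14 mRNAs, 7 were among those kept with all replicates, 9 without replicate 1, 6 without replicate 3 and 9 without replicate 4. With the TC calls held as they were, the second count was within 1.5 times without replicate 1 (8), and was not without replicate 2 (5), 3 (5) or 4 (7) or among bright probe sets (3). Requiring a call in TL or TC, chosen after seeing the values, gave 14 and 12 and drops 0 of the paper's own mRNAs, and with no call required, also chosen after seeing the values, 18 and 12, again dropping 0.

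The paper states that the *ad hoc* filter brought oleosins into the group with more ribosome loading. With all replicates, 0 of 5 oil body probe sets passed the filter with a change of at least 1.5-fold: *OLEO2* and *AT2G25890* had mean log2 changes of 1.64 and 1.34 but met none of the filter's criteria, with SDs of 1.03 and 0.74. *AT2G25890* passed at 2-fold without replicate 1 (1.64) and *OLEO2* without replicate 4 (2.09). At 1.5-fold, *OLEO3* passed without replicate 1 (0.66) and *AT3G01570* without replicate 3 (0.61).

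The paper states that gains in translation state and transcript level stayed correlated among mRNAs less strongly stimulated. Its text refers to its list of changed genes and gives no range, so the set of mRNAs used here need not be the same. Over the 278 probe sets with a log2 TL change from 0.59 to 1 the correlation across genes was r = 0.0692 (permutation test, adjusted p = 0.243), and without single replicates it was -0.0197 to -0.00319. By rank it was rho = 0.167 (permutation test, adjusted p = 0.0039), in the direction the paper states, and without replicates 1, 2, 3 and 4 rho was 0.0918, 0.0227, -0.0906 and -0.0121. With the mRNAs above 1 included it was r = 0.456 (rho = 0.242). Without single replicates the probe sets from 0.59 to 1 were chosen anew, 254 to 690 in number, so those values do not follow a fixed set of genes.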

Other observations

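The tests on neighbouring genes and those with list members named through the paper's tables were chosen after the result was seen.

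Histone mRNAs stood lower in ribosome loading and higher in transcript level in *pab2 pab8*. Of 13 measured probe sets 0 were higher and 0 lower in TL by limma over all probe sets, 7 were lower when adjusted over the list alone and 8 had an unadjusted p under 0.05 (median log2 change -0.45, camera FDR = 1.01e-06, adjusted p = 0.174 with an estimated correlation). *AT2G28720*, a histone H2B gene, had a TL of 1.68 ± 0.42 in the wild-type and 0.85 ± 0.30 in the mutant (SD, n = 4 each), and *HIS1-3*, a linker histone, a log2 TL change of -0.71 (FDR = 0.436 from limma), neither of which passed the FDR over all probe sets. In TC 4 of 13 were higher and 0 lower at an FDR below 0.05 from limma (8 higher when adjusted over the list alone, camera FDR = 1.70e-06, adjusted p = 0.175 with an estimated correlation), among them *AT3G53650* at 1.21 (FDR = 0.0140) and *HTB2* at 0.66 (FDR = 0.0397). Without replicates 1 and 2 these FDRs were 0.135 and 0.121 for *AT3G53650* and 0.173 and 0.226 for *HTB2*.

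Plastid-encoded probe sets stood higher in total RNA in the mutant in a way that depended on replicate 1. Of 71, 69 had a change above 0 and 3 were higher at the limma FDR alone, *rpl22* by 2.46 (FDR = 0.0143, but 0.120 and 0.108 without replicates 1 and 2), with a camera FDR of 1.20e-10 and an adjusted p of 0.372 with an estimated correlation. Their median log2 signal was 8.30, 9.63 and 10.03 in the wild-type and 10.73, 9.51 and 10.22 in the mutant. Without replicate 1 the direction turned (camera FDR = 0.941). In TL 0 were higher or lower by limma and 4 had an unadjusted p under 0.05 (median -0.00). The 2 mitochondrion-encoded probe sets were both lower in TC at an FDR below 0.05 (median -0.67) and had a median of 0.37 in TL.

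Several of the other lists held few measured members. Median log2 changes in TL and TC were 0.21 and 0.18 for reserve mobilisation (3 probe sets, *ICL*, of the glyoxylate cycle, called higher in TC at 1.29 with FDR = 0.00519), -0.41 and 0.15 for light harvesting (3, *LHCB4.3* called higher in TC at 1.08), 0.24 and 0.30 for salicylic acid defence (2), -0.13 and 0.10 for the jasmonate response (2), 0.13 and 0.02 for heat shock proteins (2), -0.06 and 0.36 for the cell cycle (1), and 0.14 and -0.82 for the clock gene *GI*, which was lower in TC (FDR = 0.0232). The TL medians were 0.16 for flavonoid synthesis, 0.66 for other seed maturation (camera FDR = 0.0467, adjusted p = 0.232 with an estimated correlation), -0.08 for root markers and 0.30 for the seed coat. The list of other seed maturation genes was partly picked from the paper's table of these samples, so it is not independent of them. In TC 2 of 17 initiation factor probe sets were higher at an FDR below 0.05 (median -0.00), the mRNA decay list had a median of -0.06, and the medians were 0.07 for cytosolic, -0.06 for nuclear-encoded organellar (5 of 100 lower at an FDR below 0.05, among them *AT5G64650* at -0.47) and 1.08 for organelle-encoded r-proteins, of which 17 of 23 are named as plastid loci and whose TC median was 0.31 without replicate 1 and TL median -0.05. Without replicate 2 the TC FDR was 0.0748 for *ICL*, 0.0518 for *LHCB4.3*, 0.123 for *GI* (and 0.0928 without replicate 3), and for *AT5G64650* it was 0.149, 0.116 and 0.143 without replicates 1, 2 and 3.

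With members named through the paper's tables added, other values are reached in total RNA for the lists of salicylic acid defence, the clock and the cell cycle. Of 8 salicylic acid defence probe sets 6 were higher and 0 lower at the limma FDR alone (median 1.46), among them *PR1*, a pathogenesis-related gene, by 1.92 (FDR = 0.00106) and *WRKY70*, a transcription factor, by 1.58 (FDR = 0.00370), while 1 was higher without replicate 1 and 1 without replicate 2 (medians 1.35 and 1.13). Of 4 clock probe sets *CCA1* and *LHY*, clock genes of the morning, were higher, by 1.02 (FDR = 0.0414) and 0.85 (FDR = 0.0185), and 1 was lower (median 0.55), while 0 were higher without replicate 1 and 0 without replicate 2, and 0 were lower without replicate 2 and 0 without replicate 3. The paper's Methods give continuous light for this mutant. Of 3 cell cycle probe sets *HIK* and *CYCB1;1* were higher, by 1.07 (FDR = 0.00624) and 0.51 (FDR = 0.0409), with a median of 0.51, while 1 was higher with the replicate number as a block and 1, 0 and 1 without replicates 1, 2 and 3. These values are not independent, since 6 of 6, 1 of 3 and 1 of 2 of the members added stand in the paper's table of genes changed in these samples, and the genes named were chosen after their values were seen.

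Several genes called in TC, among them *BGLU19*, *DELTA-VPE* and *AT3G19550*, lie near each other on chromosome 3, and a hypothesis is that a segment of another accession is linked to the T-DNA lines, although the paper states that wild-type and *pab2 pab8* plants are both of the Columbia ecotype. Of the 122 TC calls, 67 could be placed by the array's annotation, leaving out 55, with at most 4 among 100 consecutive measured genes, where 10000 random placements gave a median of 4 and a 95th percentile of 5 (one-sided permutation test, p = 0.511), and with the names of the paper's tables 112 could be placed, leaving out 10, with at most 5, against a random median of 4 and a 95th percentile of 6 (p = 0.492). A segment of another accession cannot be told apart from chance by these counts. The number of 4 by the annotation alone meets the bound set against it, the random median, while that of 5 lies between the bounds. The window with these 5 calls lies on chromosome 3, so by its choice 0 of them lie on chromosome 1 or 4, which hold *PAB8* and *PAB2*. These 5 calls are thus not linked to either insertion. Calls around either insertion were not counted, so a segment there was not tested. A further hypothesis, that probes hybridise differently to another allele, would need like changes in all RNA fractions, and for these calls the smaller of the median NP and PL changes was 0.121 of the change in total RNA, under the bound of 0.25 set against it, with medians short of that change by 1.20 in NP and 1.12 in PL, more than the SD of the changes (1.10 and 0.97) but less than the SD of the differences from total RNA (1.23 and 1.26). It is left open, since the comparison with these SDs, which was added after that value was seen, is not met for the differences. The calls were also chosen by their change in total RNA. Members went different ways, *BGLU19* by 0.16 in NP, -0.29 in PL and 2.39 in total RNA against 1.82, 1.99 and 1.36 for *PCC1*. *AT3G19550*, in the window of 4 calls but not in that of 5, changed by 1.92, 1.87 and 1.98, alike in each as this hypothesis needs. No biological explanation was tested.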
